# Matrigel-based organoid culture of malignant mesothelioma reproduces cisplatin sensitivity through CTR1

**DOI:** 10.1186/s12885-023-10966-4

**Published:** 2023-05-31

**Authors:** Fumiya Ito, Katsuhiro Kato, Izumi Yanatori, Yuki Maeda, Toyoaki Murohara, Shinya Toyokuni

**Keywords:** Organoid, CTR1, Mesothelioma, EGFR, Asbestos, Carbon nanotube

## Abstract

Organoids are a three-dimensional (3D) culture system that simulate actual organs. Therefore, tumor organoids are expected to predict precise response to chemotherapy in patients. However, to date, few studies have studied the drug responses in organoids of malignant mesothelioma (MM). The poor prognosis of MM emphasizes the importance of establishing a protocol for generating MM-organoid for research and clinical use. Here, we established murine MM organoids from *p53*^+/-^ *or wild-type C57BL/6 strain* by intraperitoneal injection either with crocidolite or carbon nanotube. Established MM-organoids proliferated in Matrigel as spheroids. Subcutaneous injection assays revealed that the MM-organoids mimicked actual tissue architecture and maintained the original histological features of the primary MM. RNA sequencing and pathway analyses revealed that the significant expressional differences between the 2D- and 3D-culture systems were observed in receptor tyrosine kinases, including IGF1R and EGFR, glycosylation and cholesterol/steroid metabolism. MM-organoids exhibited a more sensitive response to cisplatin through stable plasma membrane localization of a major cisplatin transporter, copper transporter 1/Slc31A1 (Ctr1) in comparison to 2D-cultures, presumably through glycosylation and lipidation. The Matrigel culture system facilitated the localization of CTR1 on the plasma membrane, which simulated the original MMs and the subcutaneous xenografts. These results suggest that the newly developed protocol for MM-organoids is useful to study strategies to overcome chemotherapy resistance to cisplatin.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-023-10966-4.

## Introduction

Organoid technology bridges the gap between traditional two-dimensional (2D) cell line cultures and in vivo models [1–3]. Organoids are small 3D tissues that can be generated from embryonic stem cells (ESCs), induced pluripotent stem cells (*i*PSCs), adult stem cells and cancer cells [4]. Organoids maintain intrinsic properties of the primary tumors, including self-renewal, multilineage differentiation, signaling nodes and histological structures. In addition to displaying a specific morphology, such as microvilli and tight junction, organoids exhibit apical-basal cellular polarity. Regarding cancer biology, organoids are expected to present various applications in translational studies under precision medicine.

Malignant mesothelioma (MM) is an extremely lethal tumor [5], arising from the mesothelial cells of pleura, peritoneum or pericardium, which has been linked to asbestos exposure [6, 7]. Recently, we identified the iron-rich mutagenic milieu, resulting from the accumulation of asbestos-fed macrophages with myofibroblasts, leading to granuloma [8, 9]. This granuloma formation is accompanied by increased stiffness and extracellular matrix deposition [10], and the stiffness indeed contributes to the malignant phenotype in tumor biology [11, 12]. Therefore, experimental cultures may expect a similar stiffness for accurate results [13]. One of the major problems in cancer treatment is the presence of cancer stem cells (CSCs). CSCs are resistant to chemotherapy and are involved in cancer initiation and metastasis [14, 15]. Therefore, many studies have focused on the biology of CSCs to target them in cancer treatment. Although poor clinical prognosis of MM requires novel therapeutic approaches, not much is thus far known on the characteristics of both normal mesothelial and MM stem cells.

Cisplatin has been widely used in cancer therapy, including the first line chemotherapy for MM [5]. Homozygous deletion of the 9p21 locus in humans that harbors genes, encoding *CDKN2A and CDKN2B,* are the most common genetic alterations in MM [7]. Of note, *miR-31* is located also at the same locus, which promotes cisplatin sensitivity through simultaneous loss of *miR-31* [16]. CTR1 (SLC31A1) contributes to cisplatin uptake in the renal tubular cells during nephrotoxicity, a major side effect of cisplatin [17]. Mammalian *CTR1* mRNA expression has been observed in all the examined tissues with kidney and liver at high levels and with brain and spleen at low levels. Reportedly, cisplatin is preferentially taken up through the basolateral membrane in the renal tubular cells [18–20]. Cisplatin uptake is thus associated with cellular polarity. Accordingly, a model MM system, replicating cellular polarity, is essential to further understand the mechanisms of cisplatin resistance in MM. However, there are thus far no established protocols for organoid development in MM.

Here we started from establishing a protocol to generate MM organoids from mice. Mouse MM organoids is effective as pre-clinical models because MM is a rare tumor in Japan with the incidence of ~ 2,000 per year in 126 million population [7]. Fortunately, human and mouse CTR1 are highly homologous. After the first 37 residues, only four residues in mouse Ctr1 (mCtr1) are different from those of human CTR1 (hCTR1) [21]. These newly generated MM-organoids would potentially provide us with an understanding of cisplatin-transport dynamics in MM, thereby highlighting the merits of organoid culture to study clinical responses to cisplatin treatment and the chemotherapy resistance.

## Materials and methods

### Materials

The materials and kits used are as follows. EMEM (Wako, 051–07,615, Osaka, Japan), FBS (Biowest, S1810-500; Nuaillé, France), Tet system Approved FBS (TaKaRa, 631,107, Shiga, Japan), Autofluorescence Quenching Kit (Vector, SP-8400, Burlingame, CA), AurumTM Total RNA Mini Kit (BioRad, 64,337,836, Hercules, CA), NEBNext Ultra II Directional RNA Library prep kit for Illumina (BioLabs, E7760S, Boston, MA), NEBNext Multiplex Oligos for Illumina (BioLabs, E6440S), anti-CTR1 (CST, #13,086, Danvers, MA, Novus, #NBP2-36,573), anti-Flag (MBL, PM020, M185-3L, Nagoya, Japan), anti-golgin97 (CST, #13,192), anti-mouse mesothelin (IBL, #28,127, Gunma, Japan), anti-WT1 (Thermo Fischer Scientific, MA5-32,215), anti-ITGβ1 (CST, #9699), anti-IGFR (Proteintech, 20,254–1-AP, Chicago, IL), anti-β-catenin (CST, #8480 T), anti-GFP (MBL life science, #598), anti-mouse IgG Alexa488 (ThermoFischer Scientific, A-11108), anti-rabbit IgG Alexa 568 (Thermo Fischer Scientific, A-11011), anti-rabbit IgG Alexa 633 (Thermo Fischer Scientific, A-21070) CF®568 Phalloidin (biotinum,00064 T), Receptor Tyrosine Kinase Antibody Sampler Kit (CST, #42,344), Epithelial-Mesenchymal Transition (EMT) Antibody Sampler Kit (CST, #9782), anti-β-actin (Sigma Aldrich, P2120, St. Louis, MO) Advanced F12/DMEM (Thermo Fischer Scientific, 12,634,010), recombinant Murine R-Spondin-1 (PeproTech Inc., 315–32, Cranbury, NJ), recombinant Murine Noggin (PeproTech Inc., 250–38), recombinant Murine EGF (PeproTech Inc., 315–09), recombinant Wnt3A (PeproTech Inc., 315–20-2ug), recombinant FGF-basic (PeproTech Inc., 450–33), B-27™ Supplement (50x) (Thermo Fischer Scientific, 17,504,044), N-2 Supplement (100x) (ThermoFischer Scientific, 17,502,048), A8301 (Peprotech Inc., 9,094,360), N-Acetyl-L-cysteine (Wako, 017–05,131) CTS™ GlutaMAX™-I Supplement (ThermoFischer Scientific, A1286001), CultureSure® Y-27632 (Wako, 030–24,021) and Corning® Matrigel® Growth Factor Reduced (GFR) (Corning, 354,230) were used.

### Cell experiments

Mouse mesothelial cell lines were established from the *C57BL/6* mice, using the previously described enzymatic method [22–24]. Briefly, omentum and major intraperitoneal organs, including stomach, spleen and pancreas, were excised from 6 ~ 8-week-old mice, which was followed by careful separation of mesothelium, using scissors. Approximately 20 to 30 mesothelial fragments were isolated from each isolated serosal preparation, of which roughly 80% were found to attach to the Nunclon™ Delta-treated culture plate and to start proliferation with DMEM containing 10% FBS after overnight culture. The mesothelial cells were immortalized using SV40 as well as small and large T antigen (Addgene#22,298). Mouse MM cell lines were established also from *p53*-heterozygous knockout (*p53*^+/-^ )mice as described below. All the cell lines were cultured under standard culturing conditions (37 °C, humidified atmosphere, 5% CO_2_) in EMEM containing 10% FBS and 1% antibiotic–antimycotic (Gibco). Cells were frozen in CellBanker (TakaraBio), thawed and used for experiments within two months.

### MM carcinogenesis model in mice

MM carcinogenesis in mice were performed as previously described with some modifications [25–27]. *P53*-heterozygous knockout (*p53*^+/-^ mice were obtained from RIKEN BRC (RBRC01361 [28]) and were maintained by mating with normal *wild-type C57BL/6* female mice (SLC, Shizuoka, Japan). Fourteen *p53*^+/-^ and 10 *p53*^+/+^ male mice at the age of 6 ~ 8 weeks were injected intraperitoneally (*ip*) with a single dose either of 3.0 mg crocidolite (UICC) or 1.5 mg of multi-walled carbon nanotube of 50 nm-diameter (NT-50; VGCF-s) [29] in 3 ml of 0.5% bovine serum albumin/saline suspension. The vehicle solution (3 ml) was injected into 9 mice as negative controls. The mice were euthanized by cervical dislocation under isoflurane-anesthesia when they revealed massive ascites or 5% weigh loss in a week. Mouse that did not exhibit these phenotypes were euthanized after approximately 1y (365 d) had passed from the initial injection of fibers. All the animal experiments were approved by the animal experimental and ethics committee of Nagoya University Graduate School of Medicine (M220346-004, 2022/03/18).

### Isolation of MM cells

Immediately after euthanizing the animals, tissue fragments of ~ 100–300 mm^3^ were excised from the induced MM. Non-necrotic areas with solid growth were selectively collected and processed as follows. Tissue fragments were cut into 2–3 mm pieces, washed with cold PBS several times and finally dissociated into small cell clusters or single cells through digestion with 2 U/ml dispase II and 1 mg/ml collagenase P (SigmaAldrich, 11,213,857,001) for 30 min at 37 °C. Dissociated cells were washed again with PBS and recovered as a pellet by centrifugation (500 × *g* for 5 min). If necessary, further digestion was performed using Accumax (Innovative Cell Technologies, San Diego, CA) for 5 min at 37 °C, washed with ice-cold PBS and recovered as a pellet by centrifugation (500 × *g* for 5 min). Erythrocytes were removed using hypotonic buffer (168 mM NH_4_Cl, 10 mM KHCO_3_, 81.8 µM EDTA-4Na). The number of wells to seed the MM cells was determined depending on the number of cell pellets recovered. Typically, 2 to 4 wells in a 48-well plate were used to initiate the primary organoid culture.

### Organoid culture of MM cells

The culture media used for organoids was advanced DMEM/F12 (Thermo Fischer Scientific) supplemented with 50 ng/ml recombinant murine EGF (Peprotech), 100 ng/ml recombinant murine R-spondin1 (R&D, Minneapolis, MN) and 100 ng/ml recombinant murine Noggin (Peprotech), 10 µM Y-27632 (Wako). All the following experiments used this organoid medium. Organoids were cultured according to the general organoid-culture method established previously (Fig. 1f) [30]. The cells were resuspended in 250 µl of media and plated on 25 µl of solidified Matrigel (BD Bioscience, Franklin Lakes, NJ) per well in a 48-well plate and incubated overnight at 37 °C. Subsequently, floating non-viable cells were discarded along with the media. In instances when floating tissue fragments and cell aggregates appeared to contain numerous viable cells, they were recollected and digested with Accumax (Innovative Cell Technologies, San Diego, CA) for 5 min at 37 °C along with vigorous pipetting. For each passage, the cells were cultured until 70–80% confluency, from which 5 × 10^5^ ~ 2 × 10^6^ cells were typically harvested. Depending on the proliferation rate, the cells were diluted at 1:1 to 1:4 with culture media. For each passage, organoids, Matrigel and media were collected directly using a cell scraper, washed with PBS and then dissociated into single cells using Accumax treatment for 5 min at 37 °C along with vigorous pipetting. MM-derived organoids were cryopreserved in Bambanker (GC Lymphotec, Tokyo, Japan) supplemented with 10 µM Y-27632 and stored at − 80 °C until use. The organoids were thawed and used for experiments within two months (passenger times < 20).

**Fig. 1:**
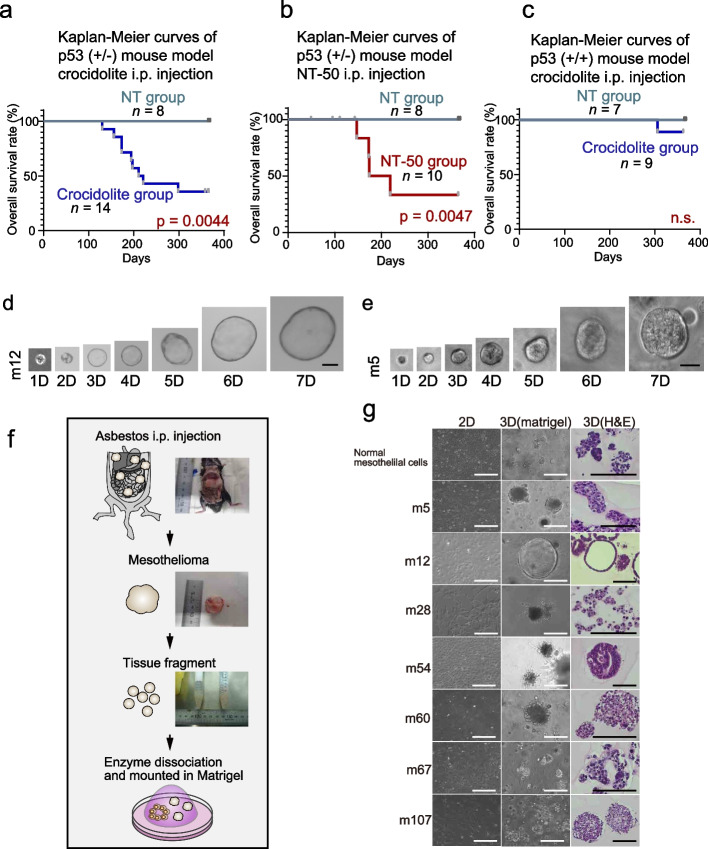
Preparation of malignant mesothelioma (MM) organoids. **a**–**c** Kaplan Meier analysis for the MM mouse models, describing the overall survival probability in p53( +/-); blue line, crocidolite group; red line, NT-50 group; gray blue lines, the untreated control groups. **d**, **e** Time course culture of the epithelioid (m12) and sarcomatoid (m5) MM organoids in 1–7 days (scale bar = 50 μm). **f** Schematic illustration of the protocol to establish MM organoids from the dissection of mouse MM to matrigel-based 3D culture. **g** Phase-contrast and H&E-stained images of normal mesothelial cell or MM-2D and 3D cultures (scale bar = 100 μm)

### Pathological analysis

Organoids were first isolated by de-polymerizing the Matrigel with Cell recovery Solution (BD Bioscience, Franklin Lakes, NJ) and then resuspended in iPGell (Genostaff, Tokyo, Japan). The iPGell-embedded organoids or the resected tumors were fixed in 4% paraformaldehyde (PFA), dehydrated and then embedded in paraffin. The formalin-fixed paraffin-embedded (FFPE) samples were cut into sections with 4-µm thickness and then stained with hematoxylin and eosin (H&E), alcian blue (pH 2.5) or mucicarmine staining. Hyaluronic acid was detected by hyaluronic acid binding protein using the manufacturer's protocol (Amsbio, AMS.HKD-BC41, Abingdon, UK). Immunohistochemical stainings were performed with a Leica BOND Max (Leica Microsystems, Wetzlar, Germany) as described [31].

### Immunofluorescence staining

Cells were plated on coverslips with or without matrigel. After 18–24 h incubation, cells were fixed with 4% PFA for 10 min/4℃, permeabilized for 5 min in 0.2%Triton X-100 and then blocked with 3% BSA in PBS for 15 min. Cells were stained with specific antibodies namely anti-FLAG, anti-ITGB1, and anti-CTR1 at a dilution following the manufacture`s recommendation for 30 min at room temperature. Then, secondary antibodies conjugated to Alexa 488, Alexa 568, or Alexa 647 were used at 1:1000 for 30 min at room temperature with Hoechst 33,342 at 1:10,000. Following a final wash in H_2_O, glass coverslips were mounted with VECTASHIELD Antifade Mounting Medium (H-1900) (Vector Lab Inc., Newark, CA). Images were obtained using Olympus SpinSR10 confocal microscope and 100x/1.4NA oil immersion objective or IX81 inverted microscope (Olympus) and 60 × /1.42 NA oil objective lens. Images were analyzed using the image processing package, Fiji (https://fiji.sc/).

### Cloning of mCTR1

The amino acid coding regions of mouse CTR1, was amplified using cDNA from mouse normal mesothelial cells. mCTR1 was PCR-cloned into pCIG3 modified vector as the same of vector construction section. Additionally, mCTR1 was PCR-amplified to insert a FLAG epitope (NH_2_-DYKDDDDK-COOH) at the amino terminus of mCTR1. Mutagenic primers were designed to introduce single amino acid substitution at amino acids N23D and N23Q (Table 1). Mesothelial cells, MM cells and MEF cells with *CTR1* overexpression or mutated *CTR1* were established, using either a pCIG3 modified lentiviral vector (Addgene, #78,264) or pcDNA3.2.

**Table 1:** Primer sequences for cloning and mutagenesis of mCTR1

Primer	Primer orientation	Nucleotide sequence
N-terminal Flag mCTR1	Forward	5'-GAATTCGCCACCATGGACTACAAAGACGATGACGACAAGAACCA-3'
	Reverse	5'-GGATCCTCAATGGCAGTGCTCTGTGA-3'
mCTR1	Forward	5'-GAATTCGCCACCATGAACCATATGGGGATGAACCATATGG-3'
	Reverse	5'-GGATCCTCAATGGCAGTGCTCTGTGA-3'
N23D	Forward	5'-ATTACCATGCCACCTCACCACCAC-3'
	Reverse	5'-GTCGTCGTCCGTGTGGTTCATACCCATATG-3'
N23Q	Forward	5'-ATTACCATGCCACCTCACCACCAC-3'
	Reverse	5'-CTGGTCGTCCGTGTGGTTCATACCCATATG-3'

Primers were designed for generating different mouse CTR1 constructs, which were ligated into the appropriate epitope-tag sequences and then cloned into pcDNA3.2 vector

### Cell proliferation and drug sensitivity assays

Regarding in vitro assays, organoids were digested in Accumax for 5 min at 37 ℃ and thereafter in cell recovery solution for 20 min on ice. The dissociated cells were counted using the Countess II FL (Thermo Fischer Scientific). For the cell proliferation assay, 2 × 10^4^ cells were plated in duplicate in a 24-well plate containing solidified Matrigel to form organoids. Data were collected at day 7 and normalized to the corresponding value of day 1. Regarding the drug sensitivity assay, 5 × 10^3^ single cells were plated into a 96-well plate in triplicate. At 48 h after plating, cisplatin (Wako) was added at five serially diluted concentrations, varying from 5 to 100 nM or from 1 to 100 µM. Cell viability was analyzed using the AlamarBlue® Cell Viability Reagent (Thermo Fischer Scientific) after 24 h-incubation.

### Tumorigenicity assay

Immunodeficient nude mice *KSN/Slc*^*nu/nu*^ were purchased from SLC Japan (4 ~ 6 weeks old; Shizuoka, Japan). The tumorigenicity assay was conducted as described previously [30]. Briefly, tumor-derived organoids were collected at 70–80% confluency, and an aliquot of 1/10 the volume was completely dissociated using Accumax for cell counting with the Countess FL Automated Cell Counter. For each organoid, 1 × 10^6^ cells were resuspended in 100 µl of advanced DMEM/F12, mixed with 100 µl of Matrigel at 1:1 ratio and thereafter injected subcutaneously (*sc*) into the dorsal skin of the nude mice. Tumor development was monitored for 4 weeks.

### RNA sequencing and data analysis

2D-culture cells were cultured in appropriate media and harvested by trypsinization. 3D-culture cells were cultured in organoid culture conditions described above. Total RNA was isolated using the AurumTM Total RNA Mini Kit (BioRad) according to the manufacturer’s protocol. RNA quality was assessed using a 2100 BioAnalyzer (Agilent). In total, 100 ng of RNA was used to prepare sequencing libraries, using NEBNext Ultra II Directional RNA Library Prep with Sample Purification Beads (NEB), according to the manufacturer’s instructions. Libraries were validated using the BioAnalyzer and quantified by qPCR and Qubit Fluorometric Quantitation (Thermo Fischer). Novaseq 6000 (Illumina), which generates 150-bp pair-end reads, was used. Data analysis of RNA-seq was performed as previously described with some modifications [9, 32]. Quality of raw sequence data was assessed using FastQC (Version: FastQC 0.10.0). FASTQ files were trimmed for adaptors and Phred score (> 20) using TrimGalore! (0.6.4). Trimmed sequenced reads were aligned to the mouse genome assembly (GRCm39 Ensembl release 103) using STAR (2.7.9a). Aligned reads were used to quantify mRNA with HTSeq-count (version 0.12.4). Differential gene expression analysis of paired-comparison between 2D-culture and 3D-culture was performed using edgeR package on protein-coding genes. Genes were considered as differentially expressed when the FDR-adjusted *P* value was below 0.05. Gene ontology analysis was performed using the online bioinformatic tool, Database for Annotation, Visualization and Integrated Discovery (DAVID, v6.8) and Enrichr (https://maayanlab.cloud/Enrichr/). Heat maps were generated using either R package pheatmap or heatmap3.

### Immunoblot analysis

Protein extraction and sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) were performed according to the previously established protocol [33]. Cell line samples were lysed using the RIPA buffer (150 mM NaCl, 50 mM Tris–HCl (pH 7.4), 1% Nonidet P-40, 1% SDS, 0.5% deoxycholate), containing PierceTM Protease and Phosphatase inhibitor (Thermo Scientific). Subsequently, they were homogenized by super-sonication (UD-100, TOMY, Tokyo, Japan) and clarified by centrifugation at 18,000 × g for 30 min at 4 °C. The total protein concentration of the lysates was quantified using the Protein Assay Bicinchoninate kit (Nacalai tesque, Kyoto, Japan).

### Statistical analyses

Statistical analyses were performed using the Graphpad Prism software (version 8.4.3) and the R statistical environment (http://r-project.org). All data are presented as means ± SEM, unless indicated otherwise. Data were tested for normal distribution with unpaired two-tailed *Student*’s *t*-test (if two samples have equal variances) or *Welch*'s *t*-test (if two samples have unequal variances) to determine statistical significance between the two groups. Statistical significance among more than two groups were analyzed using one-way *ANOVA* along with *Tukey*'s multiple comparison test to assess statistical significance with a 95% confidence interval. P < 0.05 was considered statistically significant, unless otherwise specified. All the experiments were independently repeated at least three times, unless otherwise mentioned.

## Results

### Establishment of organoids from mouse MM

MM organoids were generated using mouse MM models by intraperitoneally injecting mice with either asbestos (crocidolite) [25–27] or carbon nanotubes (NT-50) [29] as described previously. MM incidence was 42.9% in crocidolite-treated *p53*^*+/-*^ mice (Table 2), which was similar to the result of a previous report [34]. MM was assessed to be the main cause of death in the crocidolite-treated mice whereas ileus caused severe peritonitis with adhesion, primarily leading to death, in the NT-50-treated mice (Fig. 1a–c). Attempts to establish MM organoids from the MM tissue or ascites resulted in an establishment and successful propagation of organoids in 7 of the 11 MM cases (Table 2 and Fig. 1f, g). To test whether the organoids have a self-renewal potential, we performed single-cell seeding assay, where single-cell suspensions could generate MM organoids (Fig. 1d, e). The MM organoids revealed two distinct patterns. Most organoids formed a spherical pattern whereas only one MM-organoid (m12) formed a budding pattern (Fig. 1d–g). MM-organoids derived from MM tissue were confirmed to propagate at least for 6 months, tolerating freeze and thaw (data not shown). These results indicated that mouse MM-derived organoids can function as a useful resource for research on MM (Table 3).

**Table 2:** MM incidence and organoid lines derived from *p53*^+/-^ and *wild-type C57BL6* mouse

Mouse genotype	Material	Total number	Mesothelioma incidence		Established organoids	
			**Number**	**%**	**Number**	**%**
*P53 +/-*	Crocidolite	14	6	42.9	5	83.3
	NT50	10(3)	3	42.9	1	33.3
	NT	8	0	0.0	0	ND
*P53 + / +*	Crocidolite	10(1)	1	11.1	1	100.0
	NT50	4(2)	1	50.0	0	0
	NT	7	0	0.0	0	ND

The total number includes mice died from ileus resulting from peritonitis in parentheses. Mesothelioma incidence: mesothelioma/[total number-ileus] (%). Established organoid: the number of established organoids/number or mesothelioma incidence (%). *NT* Carbon nanotube, *NT* No treatment, *ND* Not determined. Refer to text for details

**Table 3:** Histological summary of mice with exposed materials and the days of tumor development

Organoid ID	Material	mouse genotype	Mesothelioma incidence	Histology		
			**Days**	**Subtype**	**MSLN**	**WT1**
m5	Crocidolite	*P53 +/-*	211	Biphasic	+	+
m12	Crocidolite	*P53 +/-*	156	Biphasic	-	-
m28	Crocidolite	*P53 +/-*	221	Sarcomatoid	+	+
m54	Crocidolite	*P53 +/-*	173	Sarcomatoid	+	-
m60	Crocidolite	*P53 +/-*	194	Biphasic	-	-
m67	Crocidolite	*P53 + / +*	139	ND(Ascites)	ND(Ascites)	ND(Ascites)
m107	NT50	*P53 +/-*	174	Sarcomatoid	+	+

*NT* Carbon nanotube, *ND* Not determined. Refer to text for details

### Epithelial growth factors regulate MM stemness and proliferation in organoids

In order to test the dependence of MM-derived mesothelial organoids on the crucial growth factors supplemented in the organoid growth medium, organoids were dissociated to single cells and resuspended in organoid media either with or without the crucial growth factors. EGF, Noggin and R-spondin1 are widely accepted as most essential factors in the organoid medium. We also tested additional factors such as Wnt3a, FGF and hydrocortisone (HC) [35–38]. Compared to the m5 organoid line (Table 3), the m12 organoid line grew faster, independent of all the growth factors except epidermal growth factor (EGF) (Fig. 2a, b, S2a, b). In contrast, the m5 organoid line required both EGF and R-spondin1 (Fig. 2a, b). EGF-receptor (EGFR) is overexpressed in various epithelial malignancies and in pleural MM [39, 40]. In order to study the differences between these newly established MM cell lines and normal mesothelial cells, we performed immunoblotting analysis on the MM-associated oncoproteins and the tumor suppressor proteins [41]. Expression of β-catenin and insulin growth factor receptor 1 (IGFR) was not altered in mouse MM cell lines. However, EGFR was expressed in some MM cell lines (Fig. 2c). Furthermore, p53 tumor suppressor protein was at the undetectable level in five MM cell lines (Fig. 2d). These results suggest that most of the newly derived MM cells depends on EGFR pathway activation and/or loss of p53 and MM cells required the EGF to grow as organoid.

**Fig. 2:**
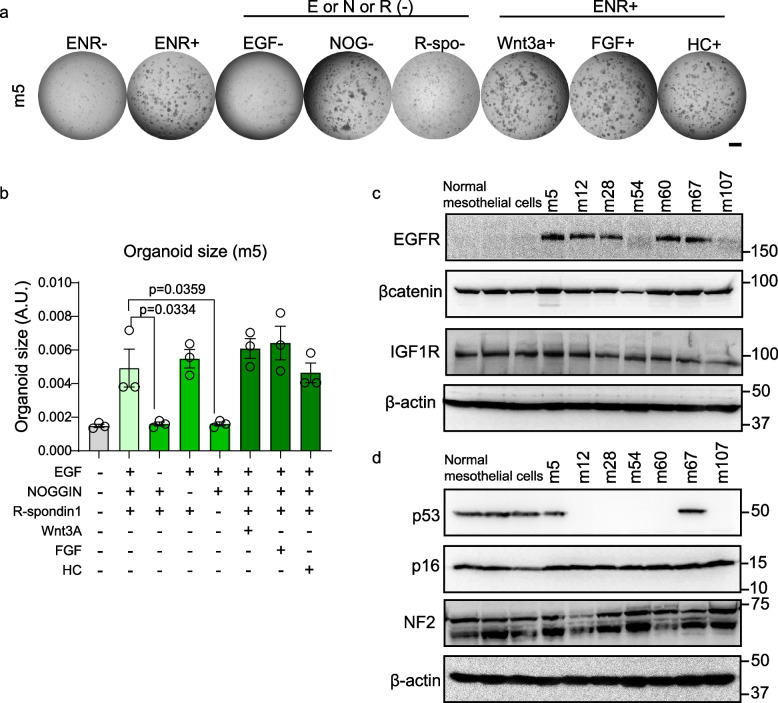
MM organoids require epidermal growth factor through EGFR. **a** The images of MM organoids at 7 days (scale bar = 1 mm). MM-organoids were incubated with or without growth factors. Organoid growth factors: EGF (E), NOGGIN (N or NOG), R-Spondin1 (R or R-spo), Fibroblast Growth Factor (FGF), Hydrocortisone (HC). **b** The sizes of individual MM-organoids after co-incubation with EGF, NOGGIN, R-spondin1, Wnt3A, Fibroblast Growth Factor (FGF) and/or Hydrocortisone (HC). Gray, no growth factor; light green, all essential growth factor (ENR; EGF, NOGGIN and R-spondin1); green, ENR minus single essential growth factor; dark green; ENR plus other growth factor. **c** Immunoblot analysis of receptor tyrosine kinase in the 2D normal mesothelial and MM cell lines. **d** Immunoblot analysis of tumor suppressor proteins in the 2D normal mesothelial and MM cell-lines

### Implants of MM-organoids maintain characteristics of primary MM

We then evaluated the capacities of mouse MM organoids to retain mesothelial characteristics. Secretion of hyaluronic acid (HA) is one of the characteristics of MM [42]. The retention of HA secretion by MM organoid was confirmed by detection with acidic mucin staining or HA binding protein in a similar fashion between the mouse MM-derived organoids and MM tissues (Fig. S3). In order to gain further insight into the MM organoid culturing system, the MM-organoids and 2D MM cell lines were simultaneously injected into the bilateral dorsal skin of immunodeficient mice (Fig. 3a). We used m5 and m107 cell line because these two lines are typical mouse MM by the expression of WT1 and mesothelin (MSLN) (Table 3) and EGFR or P53 expression status were completely opposite in the two cell lines (Fig. 2c, d). At 36 days after the *sc* injection, histology of both the implants revealed a similar solid growth pattern (Fig. 3b). However, proliferation of the MM organoids was significantly faster than that of the 2D MM lines (Fig. 3a, c). Immunohistochemical analyses of the implants revealed the expression of WT1 and MSLN, confirming the maintenance of the original characteristics (Fig. 3d). These results suggest that MM organoids can capture the in vivo characteristics of MM developed by crocidolite or CNT-50 injection in mice.

**Fig. 3:**
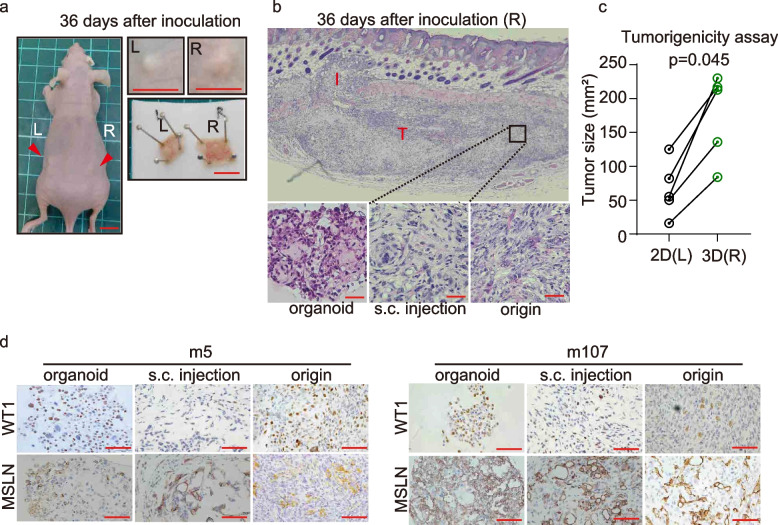
Subcutaneous (*sc*) injection of MM-organoids and 2D MM cell lines. **a** *SC* inoculation to nude mice with 2D MM cell lines (m107), left (L), and MM-organoids, right (R), respectively. Mice were euthanized at day 36  after inoculation. Left image, whole-body image from the back. The right upper image, lateral view of the tumor. The right lower image, intradermal view of the tumor. Arrowheads and red lines, tumor (scale bar = 10 mm). **b** Histological images of the H&E-stained right tumor nodule by m107 cell line (scale bar 20 μm). I, invasion; T, tumor nodule. **c** Left (2D MM cell lines) and Right (MM-organoid) tumor size (mm.^2^). **d** Histological presentations with immunohistochemical staining of mesothelial markers (WT-1, MSLN). Left images, m5 mice origin. Right images, m107 mice origin (scale bar 100 μm)

### RNA sequencing analysis revealed expressional alteration between MM organoids and 2D-culture

We further investigated the differences between MM organoids and 2D MM cell lines with RNA sequencing analysis. 

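RNA of 7 MM lines was sequenced once in 2D culture and once in 3D culture, which gave 14 libraries with 1 library per line and culture. Lines m5, m12, m28, m54 and m60 came from p53+/- mice given crocidolite, m107 from a p53+/- mouse given NT-50, a multiwalled carbon nanotube, and m67 from a wild-type mouse given crocidolite. Transcripts of Wt1, the gene of the mesothelial marker WT1, stood at 326 ± 302 CPM (SD, n = 7 lines) in 2D MM cell lines and at 248 ± 246 CPM (SD, n = 7) in MM organoids. Msln, the mesothelin gene, stood at 228 ± 188 CPM (SD, n = 7) in 2D and 207 ± 216 CPM (SD, n = 7) in 3D, and neither gene passed limma's test (adjusted p = 0.419 for Wt1 and 0.950 for Msln). Without m12 the log2 fold change of Wt1 was -0.17 in place of -1.20, and that of Msln -1.03 in place of -0.11, neither past the test (adjusted p = 0.655 and 0.134). In 1 organoid library, 3D m12, Wt1 and Cdh2 each stood at 0.0371 CPM and Vim at 0.668 CPM, while Msln stood at 647 CPM and the epithelial genes Epcam and Muc1 at 430 and 849 CPM. Epcam was at most 2.16 CPM in the other 13 libraries. In 3D m67, the macrophage genes Lyz2 and C1qb reached 821 and 281 CPM, against at most 10.9 and 2.85 CPM elsewhere, both in 2D m67. In 3D m5, Yap1 reached 3989 CPM, against at most 351 CPM in the other 13 libraries. The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 12572 reads in 2D m5 and 0 in 3D m5, and 0 reads in 2D m12 and 10773 in 3D m12. A count of 0 reads in 3D m5 allows up to 0.0804 CPM. Epcam, Muc1, Lyz2, C1qb and Yap1 were singled out after their values were seen. The methods give medium with 10% FBS for the 2D lines. For organoids they give Matrigel and a medium with EGF at 50 ng/ml, R-spondin1 at 100 ng/ml, Noggin at 100 ng/ml and the ROCK inhibitor Y-27632 at 10 µM, and name no serum. The paper's discussion states that the organoid medium held no FBS, but the sample labels give 10% FBS for both cultures. The labels also give 1000 ng of RNA per library where the methods give 100 ng. The authors aligned the reads to GRCm39 and deposited CPM, the reads of a gene scaled to the sum of the reads in protein-coding genes of the library. The libraries held 11134018 to 53911770 counted reads, with a median of 15772888 in 2D and 16548710 in 3D. The 4 libraries of m5 and m12 were the deepest, at 37301801 reads or more, and the other 10 held at most 20770483.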

MM organoids and 2D MM cell lines revealed genes in distinct clusters (Fig. 4a). 

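Across the 11677 genes with at least 1 CPM in at least 7 libraries, 6 of the 14 libraries had a library of the same culture as their nearest neighbour by Pearson correlation of log2(CPM + 1). For 7 libraries the nearest neighbour was the same line in the other culture. The line accounted for 57.8% of the variance of these genes, where 7 lines with no effect would take 46.2%, and the culture for 14.5%, where 7.69% would fall to it with no effect. The first split of the tree set 3D m12 apart from the other 13 libraries. In that library, 27 genes of epithelial junctions summed to 7678 CPM, against at most 463 CPM elsewhere, and 30 mesenchymal genes summed to 143 CPM, against at least 13122 CPM elsewhere. The mean correlation of 3D m12 with the other libraries was 0.689, and the lowest mean among the others was 0.770, in 3D m60. The first principal component held 22.1% of the variance, with 3D m12 at its upper end. The second held 20.2%, and on it each of the 7 organoid libraries lay above the 2D library of its own line. Over the 383 genes that differed between the cultures by limma alone, 14 of 14 libraries had a nearest neighbour of the same culture, and the first split parted 7 2D libraries from 7 3D libraries. These genes were chosen for the difference, so that split is not independent of the choice.

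**Figure D1:**
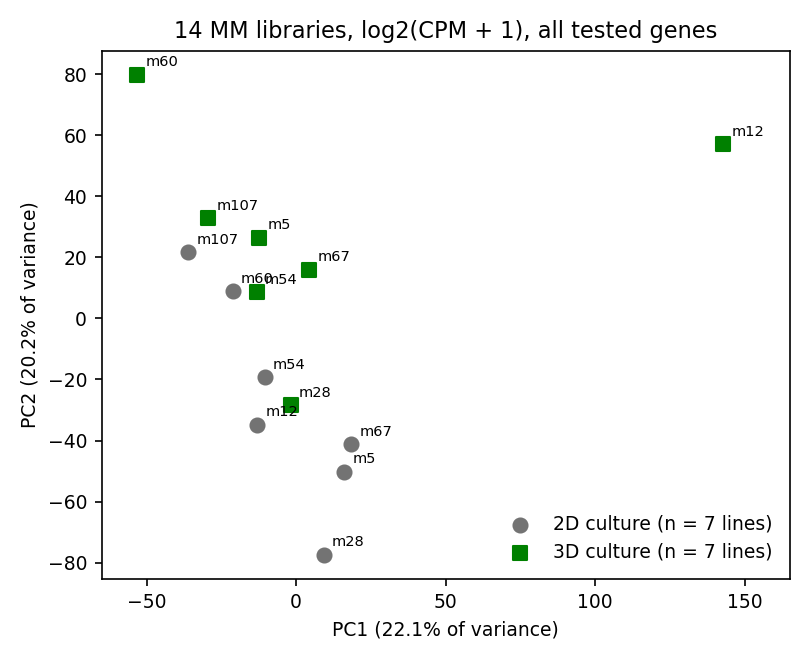
Scores of the 14 MM libraries on the first and second principal components of log2(CPM + 1) over 11677 genes. Each axis gives its share of variance, with 1 point per library, coloured by culture and labelled with its MM line. 3D m12 lies apart on the first component, and each 3D library lies above its 2D partner on the second.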

Gene Ontology analysis for biological processes and cellular components linking the gene expressional changes between MM organoids (3D) cells and 2D culture-associated genes indicated that molecular function and Protein Protein-Interaction (PPI) Hub Proteins were associated with the receptor tyrosine kinases, such as IGFR and EGFR (Fig. 4b, c). These results suggest that the different culture systems strongly alter gene expression in MM.

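Of 36 tested genes of receptor tyrosine kinases, listed before the data were examined, Insr rose in MM organoids and Met and Ryk fell at an adjusted p under 0.05 from limma (1 higher and 4 lower when adjusted over the list alone). Insr, the insulin receptor gene, went from 30.0 ± 5.99 CPM (SD, n = 7 lines) in 2D to 59.6 ± 20.3 CPM (SD, n = 7) in 3D, a log2 fold change of 0.92 (standard error 0.19, adjusted p = 0.0419), and was higher in 7 of 7 lines. Met changed by -1.03 on the log2 scale (standard error 0.22, adjusted p = 0.0464) and Ryk by -0.81 (standard error 0.14, adjusted p = 0.0301), each lower in 7 of 7 lines. Egfr (ENSMUSG00000020122) lies on chromosome 11 of GRCm39 from 16702198 to 16868158. It stood at 189 ± 116 CPM (SD, n = 7) in 2D and 140 ± 53.3 CPM (SD, n = 7) in 3D, a log2 fold change of -0.34 (standard error 0.23, adjusted p = 0.373), which did not pass limma's test. Igf1r stood at 90.8 ± 39.3 CPM (SD, n = 7) and 56.8 ± 22.0 CPM (SD, n = 7), a log2 fold change of -0.61 (standard error 0.29) that did not pass either (adjusted p = 0.224 from limma). Of 20 tested genes of the IGF system, 2 were higher and 4 lower in 3D (3 higher and 10 lower when adjusted over the list alone). The higher ones were Igf2r and Insr, which is also in the list of receptor tyrosine kinases. The lower ones were Igfbp2, Ccn1, Ccn2 and Crim1, and Ccn1, Ccn2 and Crim1 are also in the list of YAP/TAZ targets, so these lists are not separate findings. Igf2r rose by 1.22 on the log2 scale (standard error 0.12, adjusted p = 0.00607 from limma), and Igfbp2 fell from 81.1 ± 114 CPM (SD, n = 7) to 0.874 ± 0.965 CPM (SD, n = 7), a log2 fold change of -4.25 (standard error 0.69, adjusted p = 0.0295). As a group, IGF system genes were lower in 3D by a mean of -1.02 ± 0.74 on the log2 scale (SD, n = 7 lines, 7 of 7 lower; camera adjusted p = 0.0035 with the preset correlation and adjusted p = 0.339 with an estimated correlation), with -2.63 in m12 and -0.40 to -1.03 in the other 6 lines. The receptor tyrosine kinases were lower in 4 of 7 lines (camera adjusted p = 0.0318, and adjusted p = 0.470 with an estimated correlation). Camera's adjusted p for the receptor tyrosine kinases was 0.213 without line m12, 0.0792 without m28, 0.0528 without m54 and 0.0688 without m107, and 0.0915 after TMM scaling. The mean difference of this list was -1.49 in m12 and lay between -0.45 and 0.28 in the other 6 lines. Of the 7 tested hub proteins named in Fig. 4c, Itgb1 alone passed limma's test, at 1362 ± 314 CPM (SD, n = 7) in 2D and 833 ± 324 CPM (SD, n = 7) in 3D, a log2 fold change of -0.77 (standard error 0.15, adjusted p = 0.0381), lower in 7 of 7 lines. Rac1, also lower in 7 of 7 lines, did not pass (log2 fold change -0.24, adjusted p = 0.236 from limma), nor did Prkca (adjusted p = 0.420). The 7 hub genes were lower as a group by camera (adjusted p = 0.0174, and adjusted p = 0.209 with an estimated correlation), with a mean difference of -1.36 in m12 and of -0.52 to 0.05 in the other 6 lines. Camera's adjusted p for them was 0.0393 without m12, 0.0206 after TMM scaling and 0.0690 after quantile normalization. It was 0.0797 without m5 and m12, a setting chosen after the data were seen. With single lines left out, Igf2r kept its call (highest adjusted p 0.0343 from limma). Insr, Ryk and Itgb1 lost theirs without m5, m28, m54, m60 or m67 (adjusted p up to 0.123, 0.0926 and 0.108), Met without these or m12 (up to 0.132), and Igfbp2 without m28, m54 or m67 (up to 0.0873).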

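Among the largest falls in MM organoids were transcripts of the contractile actin cytoskeleton. Tagln (chromosome 9 of GRCm39, 45840909 to 45847404) encodes transgelin and went from 771 ± 404 CPM (SD, n = 7 lines) in 2D to 8.74 ± 7.35 CPM (SD, n = 7) in 3D, a log2 fold change of -6.55 (standard error 0.42, adjusted p = 0.00141 from limma). Acta2, smooth muscle actin, went from 1803 ± 886 CPM (SD, n = 7) to 143 ± 145 CPM (SD, n = 7), a log2 fold change of -4.77 (standard error 0.83, adjusted p = 0.0306), and Cnn1, calponin, from 45.3 ± 27.1 CPM (SD, n = 7) to 2.58 ± 3.95 CPM (SD, n = 7), a log2 fold change of -4.03 (standard error 0.51, adjusted p = 0.0145). Of 23 tested genes of actin and SRF targets, 14 were lower by limma (18 lower when adjusted over the list alone), and none was higher at an unadjusted p under 0.05 either. Their mean changed by -1.83 ± 0.76 on the log2 scale (SD, n = 7 lines), with -3.21 in m12 and -0.76 to -2.13 in the other 6 lines (camera adjusted p = 1.28e-18, and adjusted p = 0.180 with an estimated correlation). Of 22 YAP/TAZ targets, Amotl2, Lats2, Ccn1, Ccn2 and Crim1 fell by limma (7 lower when adjusted over the list alone). As a group the YAP/TAZ targets changed by -0.89 ± 0.19 (SD, n = 7 lines), lower in 7 of 7 lines (camera adjusted p = 2.39e-05, and adjusted p = 0.0796 with an estimated correlation). Amotl2 changed by -1.75 (standard error 0.26, adjusted p = 0.0220), Ccn1 by -2.47 (standard error 0.43, adjusted p = 0.0312) and Ccn2 by -3.62 (standard error 0.79, adjusted p = 0.0490). Ccn2 and Crim1 were named after their values were seen. Among the other large falls, Col5a2, Lox, Krt14, Prss23, Vgll3, Lrp2, Fbln5 and Adamts5 changed by -3.77 to -5.19 on the log2 scale, each lower in 7 of 7 lines. With single lines left out, Tagln kept its call (highest adjusted p 0.0130 from limma). Acta2 and Crim1 lost theirs without m5, m28, m54, m60 or m67 (adjusted p up to 0.0903 and 0.112) and Ccn2 without these or m107 (up to 0.116). Amotl2 and Ccn1 lost theirs without m5, m28, m54 or m67 (up to 0.0752 and 0.0905), Cnn1 without m28, m54 or m67 (up to 0.0543), and the other 8 falls without 1 or more lines, from m54 alone for Prss23 (0.0555) to any line for Fbln5 (up to 0.113).

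**Figure D2:**
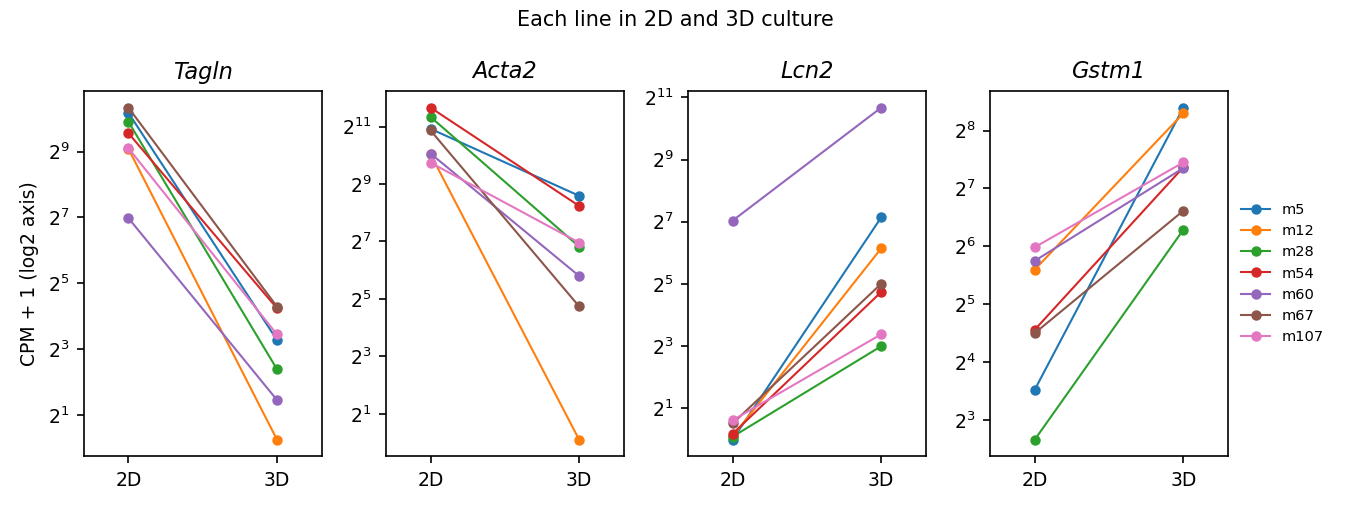
CPM + 1 on a log2 axis of Tagln, Acta2, Lcn2 and Gstm1 in the 2D and 3D library of each of the 7 MM lines, with 1 line drawn per MM line. Tagln and Acta2 are lower in 3D in 7 of 7 lines, and Lcn2 and Gstm1 are higher in 3D in 7 of 7 lines.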

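The largest rises among genes higher in 7 of 7 lines with a mean of at least 5 CPM were those of Lcn2, lipocalin 2, and Ace. Lcn2 went from 18.8 ± 49.2 CPM (SD, n = 7 lines) in 2D to 273 ± 599 CPM (SD, n = 7) in 3D, a log2 fold change of 4.50 (standard error 0.53, adjusted p = 0.0121 from limma), higher in 7 of 7 lines. Ace rose by 4.05 (standard error 0.50, adjusted p = 0.0138), from 1.51 ± 2.03 to 58.9 ± 57.2 CPM (SD, n = 7 each), and Ddit4 by 2.71 (standard error 0.31, adjusted p = 0.0108), from 26.9 ± 5.47 to 232 ± 220 CPM (SD, n = 7 each). Cp, Steap4, Aldh3a1, Tshz2, Espn and Enpp2 rose by 2.65 to 3.23 on the log2 scale, higher in 7 of 7 lines. With single lines left out, Ddit4 kept its call (highest adjusted p 0.0481 from limma), Lcn2 lost it without m54 (0.0503) and Ace without m28 or m54 (up to 0.0555). The other 6 lost theirs without m28, m54, m60 or m67, and apart from Espn also without m5 (adjusted p up to 0.123). In all, 245 genes were higher and 138 lower in 3D at an adjusted p under 0.05 from limma with line as a block, and 338 of these 383 kept 1 direction in all 7 lines at a mean of at least 5 CPM. TMM scaling gave 168 higher and 168 lower, and quantile normalization 180 higher and 170 lower. The number of genes was 60 without line m5, 771 without m12, 25 without m28, 22 without m54, 77 without m60, 29 without m67 and 578 without m107. On the reads recovered from the CPM, edgeR's quasi-likelihood test called 78 genes, each of them among the 383, and DESeq2 called 1886, which included all 383. From the clusters and the enriched terms of Fig. 4, the paper proposes that the culture systems strongly alter gene expression in MM.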

**Fig. 4:**
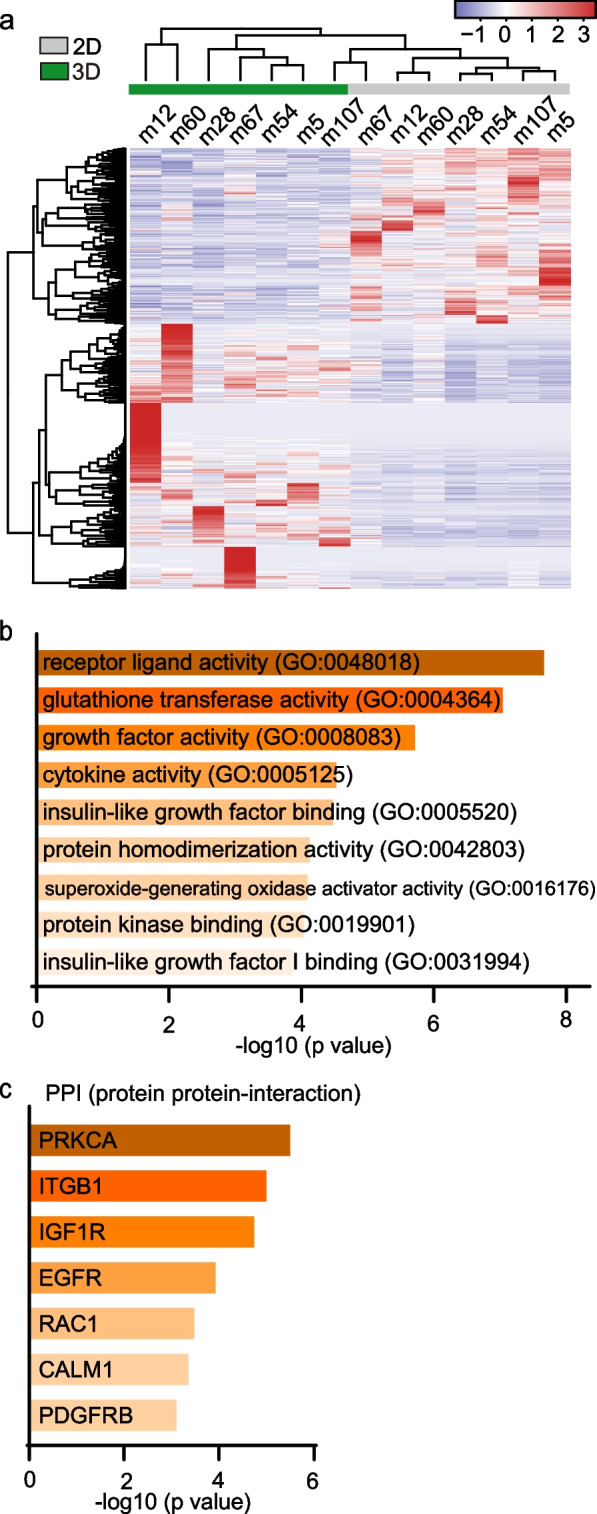
Transcriptome profiling of malignant mesothelioma (MM)-derived organoids and 2D-culture. **a** Comparison of transcriptional profiles of mesothelioma cells obtained from traditional 2D culture (2D, gray bar) and Matrigel-based 3D culture (3D, green bar). Red and blue colors indicate upregulation and downregulation, respectively. **b**, **c** Top gene ontology (GO) using Enrichr molecular function and PPI Hub proteins terms related to differentially expressed genes between 2D and 3D cultures of mouse MMs

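Glutathione transferases, listed for the molecular function terms of Fig. 4b, were higher in MM organoids in 7 of 7 lines. Of 17 tested members, Gstm1, Gstm7 and Gstt1 rose by limma (13 higher when adjusted over the list alone), and none was lower at an unadjusted p under 0.05 either. Gstm1 rose from 31.8 ± 22.2 CPM (SD, n = 7 lines) in 2D to 189 ± 99.7 CPM (SD, n = 7) in 3D, a log2 fold change of 2.74 (standard error 0.39, adjusted p = 0.0212 from limma), and Gstm7 by 2.14 (standard error 0.40, adjusted p = 0.0343). The mean of the list rose by 1.22 ± 0.82 on the log2 scale (SD, n = 7 lines; camera adjusted p = 2.39e-05, and adjusted p = 0.414 with an estimated correlation), with 2.27 in m5, 2.35 in m12 and 0.12 to 1.24 in the other 5 lines. Of 30 tested cytokines and chemokines, Cxcl5, Cx3cl1 and Il34 rose by limma (7 higher when adjusted over the list alone), and none was lower at an unadjusted p under 0.05, against 1 lower by DESeq2. Cx3cl1 rose by 2.55 (standard error 0.32, adjusted p = 0.0145), from 20.9 ± 21.1 to 106 ± 79.9 CPM (SD, n = 7 each), and Cxcl5 by 3.72 (standard error 0.65, adjusted p = 0.0312), from 114 ± 239 to 741 ± 1258 CPM (SD, n = 7 each). Gstt1 and Il34 were named after their values were seen. The mean of the cytokines and chemokines changed by 0.70 ± 0.65 (SD, n = 7 lines), higher in 6 of 7 lines (camera adjusted p = 0.0376, and adjusted p = 0.491 with an estimated correlation). Camera's adjusted p for this list was 0.0869 without m60, 0.0918 without m67 and 0.0791 without m107. The largest mean difference was 1.61 in m67, whose 3D library also held macrophage and leukocyte markers at 2870 CPM (at most 207 CPM elsewhere). Limma's calls of Gstm1 and Cx3cl1 were lost without m28, m54 or m67 (adjusted p up to 0.0752 and 0.0550), that of Cxcl5 without these or m60 (up to 0.0871), and those of Gstm7, Gstt1 and Il34 also without m5 (up to 0.0897, 0.108 and 0.105). Of 15 genes of NADPH oxidases and their activators, Cyba alone was expressed in enough libraries to be tested, and it did not pass (log2 fold change -0.03, adjusted p = 0.962 from limma). Cybb reached 319 CPM in 3D m60, Rac2 59.3 CPM in 3D m67 and Duoxa2 33.2 CPM in 3D m12, with 2D medians of 0 CPM. These 3 genes were named after their values were seen.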

### Sensitivity of MM organoids to cisplatin depends on CTR1

In order to assess the usefulness of MM organoids as a pre-clinical model to evaluate the sensitivity to chemotherapeutic agents, we performed cell viability assays after cisplatin treatment (Fig. 5a-c). MM organoids were significantly more sensitive to cisplatin treatment than the corresponding 2D MM cell lines (Fig. 5b, c, S2c, d). A SLC31 family copper transporter, CTR1, is a major cisplatin transporter for uptake and its suppression contributes to chemoresistance [17]. However, *Slc31a1 (Ctr1)* mRNA expression was not significantly different between MM organoids and 2D MM cell lines based on RNA-sequence analysis (Fig. 5d) and the cellular localization of CTR1 was not significantly different as well (Fig. 5e). 

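Slc31a1 (ENSMUSG00000066150), the gene of CTR1, lies on chromosome 4 of GRCm39 from 62278085 to 62320861. It stood at 61.0 ± 21.9 CPM (SD, n = 7 lines) in 2D MM cell lines and 78.2 ± 19.1 CPM (SD, n = 7) in MM organoids, and was higher in 3D in 6 of 7 lines. The log2 fold change was 0.41 (standard error 0.24, 95% confidence interval -0.14 to 0.95), which did not pass limma's test (adjusted p = 0.319) or an exact two-sided sign-flip test over the 7 lines (p = 0.141). The interval leaves a rise of up to 1.94-fold open. Without m12 the log2 fold change was 0.18 (95% confidence interval -0.20 to 0.57), which leaves a rise of up to 1.48-fold open, and without m5 it was 0.55, which leaves up to 2.15-fold open. By line, the largest differences were 1.76 in m12 and 0.72 in m28, and m5 was lower in 3D, at -0.45. The 2D and 3D libraries of m12 and m5 did not correlate as partners (own-line r = -0.110 and 0.004), so their differences may not be effects of culture within a line. Slc31a1 did not pass in 22 of 22 alternatives, among them the fit without m5 and m12, which was chosen after the data were seen. Of 20 tested genes of copper handling, Steap4 rose and Lox fell by limma (1 higher and 1 lower when adjusted over the list alone). Lox, a copper-dependent enzyme, went from 961 ± 547 CPM (SD, n = 7) to 81.0 ± 108 CPM (SD, n = 7), a log2 fold change of -5.18 (standard error 0.88, adjusted p = 0.0300). Steap4, a metalloreductase, went from 12.4 ± 17.2 to 122 ± 153 CPM (SD, n = 7 each), with an adjusted p of 0.0300 from limma. Atp7b, a copper exporter, was higher in 7 of 7 lines but did not pass (log2 fold change 1.94, standard error 0.57, adjusted p = 0.0884 from limma). The list as a whole did not differ by camera (adjusted p = 0.979). Of 19 tested genes of cisplatin transport and DNA repair, 0 passed limma's test, with 4 higher and 1 lower at an unadjusted p under 0.05, 0 called by edgeR and 3 higher by DESeq2. Among them, Abcc3 had a log2 fold change of 2.43 (adjusted p = 0.0741 from limma), Tmem205 of 1.24 (adjusted p = 0.0836) and Abcg2 of -0.57 (adjusted p = 0.161), and camera's adjusted p for this list was 0.873. Limma's calls were lost without m5, m28, m54 or m67 for Lox (adjusted p up to 0.0898) and without these or m60 for Steap4 (up to 0.0903), and Abcc3 passed without m12 (0.0189).

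**Figure D3:**
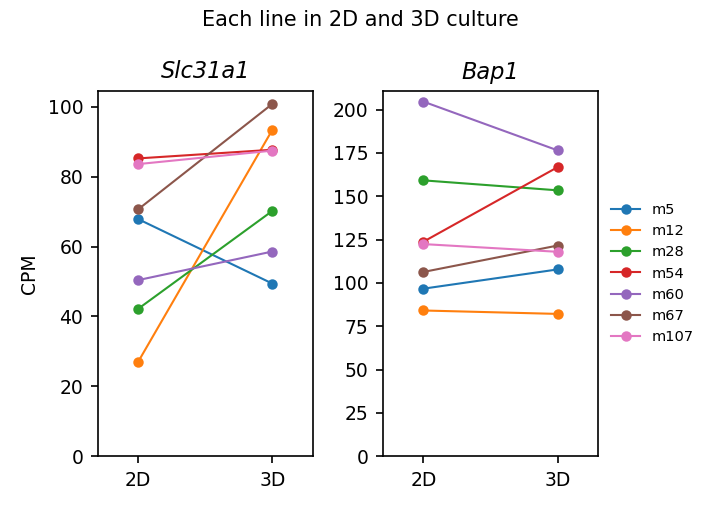
CPM of Slc31a1 and Bap1 in the 2D and 3D library of each of the 7 MM lines, on linear axes, with 1 line drawn per MM line. Slc31a1 is higher in 3D in 6 of 7 lines and Bap1 in 3 of 7.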

We found, however, a significant difference in the band number and band-shift on the immunoblot of CTR1 between MM organoids and MM 2D cultures, suggesting difference in glycosylation or possibly lipidation, which revealed a similar pattern between m5 and m107 (Fig. 5f). Our pathway analysis showed that protein glycosylation was strongly affected between MM organoids and 2D MM cell lines (Fig. 5g, h). These results suggest that posttranslational modification of CTR1 protein but not expressional level regulates cisplatin sensitivity.

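Single genes of the late steps of N-glycosylation were higher in MM organoids, and neither the late nor the early steps passed camera's test as a list over the 7 lines with limma. The lists used here hold genes of the glycosylation machinery. The terms of Fig. 5g were not run again, so that enrichment was not tested. Of 33 tested genes of N-glycan trimming and branching, 6 were higher in 3D at an adjusted p under 0.05 from limma (8 higher when adjusted over the list alone), and none was lower, with 1 lower at an unadjusted p under 0.05. The 6 were Man2a2, Mgat3, B4galt3, B4galt6, St6gal1 and Fuca1. The list was drawn widely, and B4galt6 and Fuca1 are not specific to trimming and branching. Man2a2, B4galt3, B4galt6 and Fuca1 were named after their values were seen. Mgat3, which adds the bisecting GlcNAc, went from 54.3 ± 62.5 CPM (SD, n = 7 lines) in 2D to 156 ± 91.2 CPM (SD, n = 7) in 3D, a log2 fold change of 1.90 (standard error 0.33, adjusted p = 0.0301), and was higher in 7 of 7 lines. St6gal1, a sialyltransferase, went from 22.0 ± 10.6 CPM (SD, n = 7) to 64.7 ± 35.7 CPM (SD, n = 7), a log2 fold change of 1.44 (standard error 0.26, adjusted p = 0.0331), higher in 7 of 7 lines. B4galt4 did not pass limma's test (log2 fold change -1.37, standard error 0.52, adjusted p = 0.151). The mean of this list was higher in 7 of 7 lines, by 0.33 ± 0.23 on the log2 scale (SD, n = 7; exact sign-flip p = 0.0156, the smallest that 7 lines allow, and 0.0608 after adjustment over 35 lists). Camera, which compares the list with the other genes, gave an adjusted p of 0.136 (0.518 with an estimated correlation). It passed on edgeR's values (adjusted p = 0.0450) and without m5 and m12 (0.0252), a setting chosen after the data were seen. Of single genes of this list edgeR called 0 and DESeq2 8 higher. The late steps were not tested against the early steps. Of 37 tested genes that assemble and transfer the N-glycan precursor, 0 passed limma's test, also when adjusted over the list alone, and camera's adjusted p was 0.872. At an unadjusted p under 0.05, 4 of them were higher and 2 lower, edgeR called 0 and DESeq2 called 1 lower. Nus1 had the smallest p among those that were lower, and did not pass (log2 fold change -0.36, adjusted p = 0.0940 from limma). Of 18 tested genes of mucin-type O-glycosylation, 0 passed by limma, with 3 higher and 1 lower at an unadjusted p under 0.05, 0 called by edgeR, and 1 higher and 1 lower by DESeq2. Camera's adjusted p for these genes was 0.617. Neither Galnt12 (log2 fold change 1.39, adjusted p = 0.0664 from limma) nor Galnt18 (-1.12, adjusted p = 0.197) passed. Limma's calls of Mgat3 and St6gal1 were lost without m5, m28, m54, m60 or m67 (adjusted p up to 0.0905 and 0.0839).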

**Fig. 5:**
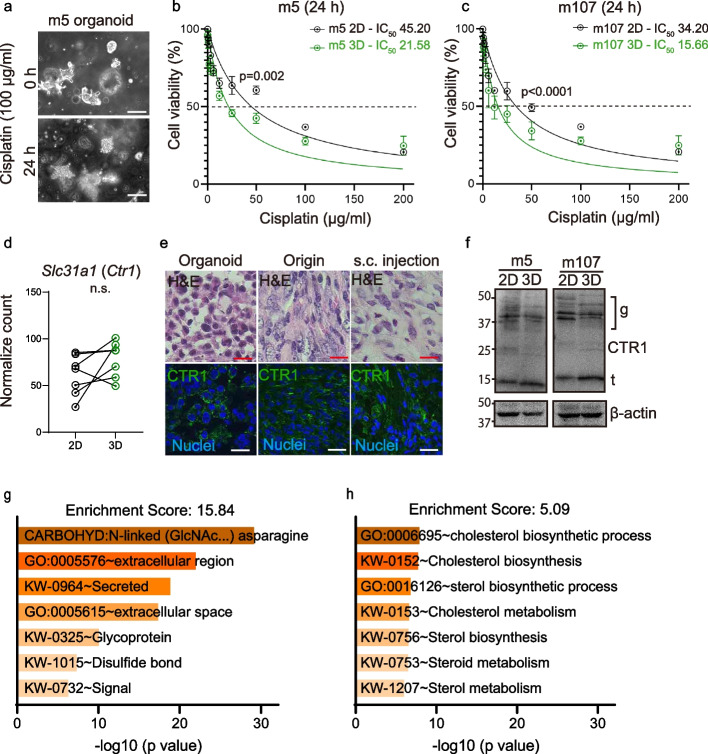
Matrigel mediates high sensitivity to cisplatin. **a** Phase-contrast images of m5 MM-organoids before and after cisplatin (100 μg /ml, 24 h) treatment. The majority of MM organoids die within 24 h after cisplatin treatment. **b**, **c** Cell viability of m5/m107 MM-organoids and 2D MM cell lines in different cisplatin dosage (0.5–200 μg/ml, 24 h). IC50 values (concentration responsible for 50% cell growth inhibition) are shown in each line. Green lines, MM-organoid; black lines, 2D MM-cell lines. **d** *Slc31a1* (*Ctr1*) expression level in MM-organoids and 2D MM cell lines from RNA-sequence data. **e** H&E staining (upper) and immunofluorescent images from m5 MM primary tissue sample, *SC* injection and organoids. CTR1 (Alexa488, green); nuclear staining (Hoechst33342, blue; scale bar = 20 μm). **f** Immunoblot analysis of m5/m107 MM-organoids (3D) and 2D MM cell lines (2D); g, glycosylation (30–50 kDa); CTR1 (25 kDa); t, truncate (15 kDa). **g**, **h** Enrichment analysis using DAVID indicates significant activation of protein glycosylation and lipidation pathways between mesothelioma 2D- and 3D-cultures

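Genes of cholesterol biosynthesis were higher in MM organoids as a group, in 6 of 7 lines. The mean of the 20 tested members differed by 1.21 ± 1.11 on the log2 scale (SD, n = 7 lines; camera adjusted p = 4.22e-07, and adjusted p = 0.491 with an estimated correlation). The summed CPM of these genes was 577 in 2D m12 and 4046 in 3D m12, and m60 ran the other way, at 1003 in 2D and 640 in 3D. Singly, 0 of the 20 passed limma over all genes tested. When adjusted over the list alone, 18 were higher, as at an unadjusted p under 0.05, and edgeR called 0 and DESeq2 13. Pmvk stood at 13.9 ± 4.24 CPM (SD, n = 7) in 2D and 53.6 ± 26.9 CPM (SD, n = 7) in 3D, with a log2 fold change of 1.67 (standard error 0.38, adjusted p = 0.0540), and Tm7sf2 had a log2 fold change of 1.80 (standard error 0.45, adjusted p = 0.0623). Pmvk passed limma's test without m60 (adjusted p = 0.0483) and Tm7sf2 without m12 (0.0293). The list kept camera's call with the preset correlation when each line was left out, with a highest adjusted p of 5.95e-05. Those fits share the preset correlation, so they do not test it. An exact sign-flip test of the list's mean over the 7 lines gave p = 0.0469, and 0.126 after adjustment over 35 lists. Of 18 tested genes of sterol regulation, uptake and efflux, Insig1 rose by limma (3 higher when adjusted over the list alone). Insig1 went from 55.5 ± 27.6 CPM (SD, n = 7) to 209 ± 91.2 CPM (SD, n = 7), a log2 fold change of 1.94 (standard error 0.37, adjusted p = 0.0363), a call lost without m5, m28, m54 or m67 (up to 0.103). This list was higher by camera (adjusted p = 0.00279, and adjusted p = 0.272 with an estimated correlation). Of 36 tested genes of protein lipidation, the palmitoyltransferase gene Zdhhc16 fell, by -0.67 on the log2 scale (standard error 0.13, adjusted p = 0.0367 from limma), in 7 of 7 lines. This call held only without m12 (up to 0.0953 without any other line). Zdhhc1 passed when adjusted over the list alone and not over all genes (log2 fold change 1.17, adjusted p = 0.0577 from limma, and 0.0138 without m107), and camera's adjusted p for lipidation was 0.561. The lipidation list holds genes of the machinery and not lipidated proteins, so it does not test the enrichment of Fig. 5h. Of 23 tested genes of GPI anchor synthesis, 0 passed limma's test, with 3 higher at an unadjusted p under 0.05, 0 called by edgeR and 1 higher by DESeq2. Pigv had a log2 fold change of 0.84 (adjusted p = 0.0730 from limma, and 0.0437 without m107), and camera's adjusted p for the list was 0.191.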

### Glycosylation and extracellular stiffness control the CTR1 localization

One major differences in organoid and 2D-culture is stiffness, which may affect cell metabolism [43]. Protein glycosylation and lipidation regulate its cellular localization [44, 45]. We thus studied the CTR1 localization between MM-organoid and 2D cultures. For this purpose, we established the murine MM cells, stably expressing flag-mCTR1 (Fig. 6a) and used the two different culture systems, high-stiffness culture with plastic bottom and low stiffness culture with Matrigel layer (Fig. 6b). MβCD, a known endocytosis inhibitor, eventually induces membrane localization of CTR1 [46]. After 24 h incubation, CTR1 expression decreased in the low stiffness culture but the MβCD induced no alteration (Fig. 6c). Actin filament (F-actin) is known as a protein localizing to plasma membrane, thus we used F-actin as a marker of plasma membrane (Fig. 6d). Surprisingly, CTR1 localized in the cytosol with 2D MM cell lines whereas 2D MM cell lines plated on Matrigel exhibited CTR1 localization on the plasma membrane in a similar fashion to MβCD application (Fig. 6d), suggesting that extracellular stiffness regulates CTR1 localization. Then, we used the tunicamycin (TM) as a *N-*glycosylation inhibitor and 2-bromopalmitate (BP) as a lipidation inhibitor. We found that TM mediated the band shift of CTR1 from 30–50 kDa to 25 kDa in MM but not with BP (Fig. 6e, f, S4a-c). Further, as we expected, TM also inhibited the CTR1-plasma membrane localization (Fig. 6g, S4d) and the mutant of CTR1-*N*-glycosylation site (N23) localized to Golgi and the mutation also inhibited the band shift by glycosylation similar to TM treatment (Fig. S5a-c). These results suggested that glycosylation regulates the sub-cellular localization of CTR-1.

**Fig. 6:**
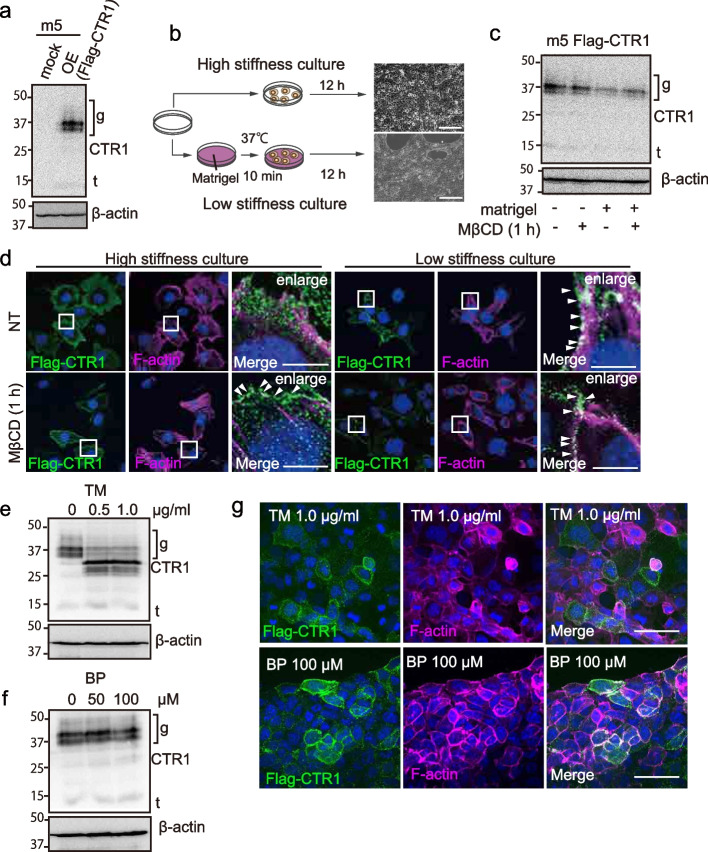
CTR1 localization regulated by extracellular stiffness and glycosylation. **a** Immunoblot analysis of CTR1 in m5-2D MM cell line, comparing mock and overexpression (OE) of flag-CTR1 group; g, glycosylation (30–50 kDa); CTR1 (25 kDa); t: truncate (15 kDa). **b** Schematic images of the culture system. High stiffness culture corresponds to direct plating whereas low stiffness culture corresponds to plating on the Matrigel layer (scale bar = 100 μm). **c** Immunoblot analysis of CTR1. Matrigel, Matrigel layer in the legend (b). MβCD (10 μM, 1 h); g, glycosylation (30–50 kDa); CTR1 (25 kDa); t: truncate (15 kDa). **d** Immunofluorescent images from m5 Flag-CTR1 stably expressed cell line. Left images; cells were cultured on glass slip as high stiffness culture. Right images; cells were cultured on Matrigel layer as a low stiffness culture. Flag-CTR1 (Alexa 488, green), F-actin (CF 568, magenta) and nuclear staining (Hoechst33342, blue; scale bar, 5 μm). **e**, **f** Immunoblot analysis of m5 Flag-CTR1 stably expressed cell after treatment of TM (tunicamycin) or BP (2-bromopalmitate) for 9 h. g, glycosylation (30–50 kDa); CTR1 (25 kDa); t, truncate (15 kDa). **g** Immunofluorescent images from m5 Flag-CTR1 stably expressed cells with after treatment of TM or BP for 9 h. Flag-CTR1 (Alexa 488, green), F-actin (CF 568, magenta) and nuclear staining (Hoechst33342, blue; scale bar: 20 μm). Refer to text for details

## Discussion

In the present study, we established a protocol for the Matrigel-based mouse MM-organoid generation as 3D culture. There are a few preceding studies on human MM, such as detection of MM stem cell markers [47, 48], recognition of transglutaminase as MM stem cell survival protein [49] and 2 human MM case studies of organoid formation by the use of photopolymerizable hyaluronic acid and gelatin hydrogen precursor to screen for appropriate chemotherapeutic drugs [50]. However, due to the rarity of human MM, it is not easy to confirm the reproducibility. Here we for the first time established the MM-organoid, using Matrigel and complete organoid medium containing basic stem cell factors (EGF, Noggin, R-spondin-1) but without FBS [51, 52]. This strategy exhibits various advantages, including EMT inhibition (Fig. S2e), preservation of CSCs and maintenance of polarity and stiffness similar to those of the actual human tumor microenvironment [12, 13]. It has been indeed established that 3D culture systems, especially CSC culture, simulate physiological conditions. Thus, our new findings could be applied to the high throughput drug screening and organoids-on-a-chip technology for targeting therapy of MM-CSC [13].

This study indeed showed an important finding that CTR1, a major cisplatin importer, localizes to the plasma membrane both in the Matrigel culture system and the implanted tumor but not in the 2D system (Figs. 5e and 6d and S2f). MβCD, a known endocytosis inhibitor, could eventually correct and induce membrane localization of CTR1. Cellular localization of CTR1 as a Cu(II) transporter dynamically changes in enterocytes where CTR1 is highly expressed [46]. Organoid culture study on CTR1 localization in intestinal cells clarified an unknown link between intestinal Cu metabolism and dietary fat processing [53]. Alterations in protein-localization are regulated at least partially by protein modifications [44, 45]. Our data also showed that plasma membrane localization of CTR1 regulates cisplatin sensitivity (Figs. 5g-h and 6e-g). Recently, it was reported that BAP1 loss in MM may modulate survival after cisplatin and/or pemetrexed treatment [54, 55]. Our RNA sequencing data showed no differences in *Bap1* gene expression between 2D culture and organoid (data not shown) but how the BAP1 plays a role in organoid culture is still unknown. 

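Bap1 (ENSMUSG00000021901) lies on chromosome 14 of GRCm39 from 30973011 to 30984932. It stood at 128.2 ± 41.4 CPM (SD, n = 7 lines) in 2D culture and 132 ± 34.2 CPM (SD, n = 7) in organoids, higher in 3D in 3 of 7 lines. The log2 fold change was 0.06 (standard error 0.11, 95% confidence interval -0.19 to 0.31), with an adjusted p of 0.762 from limma and an exact two-sided sign-flip p of 0.516 over the 7 lines. Of 12 tested tumour suppressor genes of mesothelioma, Lats2 fell to 27.6 ± 10.1 CPM (SD, n = 7) in organoids, a log2 fold change of -1.23 (standard error 0.13, adjusted p = 0.00911 from limma), in 7 of 7 lines. Lats2 kept its call when each line was left out, with a highest adjusted p of 0.0424. When adjusted over the list alone, 1 gene was higher and 1 lower. Nf2 stood at 136 ± 13.8 CPM (SD, n = 7) and 119 ± 27.8 CPM (SD, n = 7) and did not pass (adjusted p = 0.309 from limma), nor did Trp53 (181 ± 58.5 and 187 ± 80.4 CPM, SD, n = 7 each, adjusted p = 0.938). Cdkn2a was higher in 6 of 7 lines, at 241 ± 39.3 CPM (SD, n = 7) in 2D and 429 ± 252 CPM (SD, n = 7) in 3D, and did not pass limma's test (log2 fold change 0.48, adjusted p = 0.485). The exception was m12, where Cdkn2a stood at 49.0 CPM in 3D, and without that line the gene passed (adjusted p = 0.0386 from limma). Camera's adjusted p for the 12 genes as a group was 0.679.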

Our organoid model may contribute to revealing the association between BAP1 status and cisplatin sensitivity through CTR1 localization in the near future. These findings may incite the studies not only on cisplatin-drug sensitivity through CTR1 but also on other plasma membrane proteins associated with cancer drug metabolism, including immunotherapy. In 2020, FDA approved drug combination therapy using nivolumab which can decrease tumor growth by enhancing cytotoxic T-cell function (https://www.fda.gov/news-events/press-announcements/fda-approves-drugcombination-treating-mesothelioma). For tumor cell killing, these immune cells recognize the specific ligand of immune checkpoint receptor in cancer cells [56]. These stromal cells also exist in MM tissues such as myofibroblast and macrophages (Fig. S6a). However, our organoid culture could not retain the CD68-positive macrophage population (Fig. S6b) and possibly other immune cells in the MM-organoid. A recent study showed a possibility for organoid co-culture with the immune cells to test for immunotherapy [57, 58]. For preclinical test in immunotherapy, further studies are necessary. RNA-sequence analysis revealed that the immune cells also affect to mesothelioma cells especially cytokine stimulation (Fig. S6c-d). Organoid culture, however, holds merits to quantify the ligand protein such as PD-L1, CD80, MHC and Ceacam1 because these ligand proteins are delivered to cell surface through the glycosylation, which can be demonstrated in the organoid culture. Therefore, we believe that Matrigel-based cultures would change the paradigm and improve our knowledge of cell behavior in MM.

Our RNA-sequencing data was compared in two different conditions between 2D culture in medium with FBS and antibiotics and 3D organoid under complete medium. Therefore, there is a limitation on the gene expression of our study that we cannot completely rule out the possibility that the differences might be influenced by the culture media and additives. Various culture strategies have been undertaken to establish MM cell lines [23, 24, 59]. However, MM cell lines have generally presented a problem of changing morphology into spindle-shaped via EMT [60, 61]. According with each passage, the MM cells became more spindle-shaped (data not shown). The organoid culture system could solve this issue because this system uses no FBS, thus inhibiting the EMT (Fig. S2e, f). The present protocol may be applied to the organoid culture of non-tumorous mesothelial cells as well, where the mesothelial cells can be immortalized using SV40 and small T antigen. Therefore, the formation of mesothelial organoids would be eventually possible. We first attempted to establish mesothelial organoids from mesentery (Fig. S1a, b), but the mesothelial cells without immortalization in the Matrigel failed to proliferate with essential organoid medium, resulting in a failure in passage. Further studies are in progress to focus on the ingredient requirements of the mesothelial stem-like cells and the embryonic origin of the mesothelial stem-like cells, which can be ground-breaking in this research area.

There are several reports on the MM models in mice. In this study, we used the *p53*^+/-^ mice. *CDKN2A* encodes *p16*^*INK4A*^ and *p14*^*ARF*^ (*p19*^*ARF*^ in mice), two tumor suppressors that regulate the Rb and p53 pathways, respectively. P14^ARF^ is a component of the p53 pathway and *p53* mutation has also been reported in MM [62, 63]. In this *p53*^+/-^ mouse, crocidolite injection produced MM. However, carcinogenic carbon nanotube NT-50 sometimes caused ileus due to peritonitis in addition to MM (Fig. 1b and Table 3). We used 1.5 mg NT-50 for *ip* injection, which might have been an excess dose. Previous reports on NT-50 showed that MM incidence is dose-dependent and less than 0.3 mg *ip* injection would be successful to cause MM incidence without causing peritonitis and ileus [64]. We further found that some of MM from the mouse model expressed EGFR. Three MM-cell lines from the present study were TP53-deficient and revealed EGFR expression whereas two MM-cell lines had no change in TP53 and expressed EGFR (Fig. 2d). On the other hand, our RNA-sequencing analysis showed that the tendency of *Egfr, Ctnnb1*(beta-catenin) and *Igf1r* expression was not different between organoid culture and the original tissue MM but rather intensified the tendency (Fig. S6f-h). This means that some genes are influenced on transcriptional regulation with organoid culture but others are not. 

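Of 43 growth factor genes tested in the 7 MM lines, Vegfb and Fgf11 rose in organoid culture and Fgf5, Inhba, Bdnf and Gdf6 fell at an adjusted p under 0.05 from limma (5 higher and 5 lower when adjusted over the list alone). Vegfb went from 23.0 ± 4.14 CPM (SD, n = 7 lines) in 2D to 45.9 ± 7.26 CPM (SD, n = 7) in 3D, a log2 fold change of 0.97 (standard error 0.17, adjusted p = 0.0301), higher in 7 of 7 lines. Inhba, which encodes a subunit of activin, fell to 21.8 ± 26.7 CPM (SD, n = 7), a log2 fold change of -2.91 (standard error 0.52, adjusted p = 0.0317), and Fgf5 from 11.6 ± 10.6 to 0.812 ± 1.45 CPM (SD, n = 7 each), a log2 fold change of -2.55 (standard error 0.43, adjusted p = 0.0300). Fgf11, Bdnf and Gdf6 were named after their values were seen. As a group the growth factors were lower in 5 of 7 lines (camera adjusted p = 0.0491, and adjusted p = 0.491 with an estimated correlation), by -1.34 in m12 and with -0.51 to 0.22 in the other 6 lines. Camera's adjusted p for them was 0.192 without m12, 0.0609 without m28, 0.0705 without m54 and 0.0907 without m107, and 0.168 after TMM scaling. Of 8 tested ligands of the EGF family, 0 passed limma over all genes, and 1 was higher and 1 lower when adjusted over the list alone. At an unadjusted p under 0.05, 2 were higher and 1 lower, edgeR called 0, and DESeq2 called 1 higher and 1 lower. Tgfa stood at 5.85 ± 6.40 CPM (SD, n = 7) in 2D and 35.5 ± 35.6 CPM (SD, n = 7) in 3D (log2 fold change 2.29, standard error 0.61, adjusted p = 0.0708 from limma), higher in 7 of 7 lines. Nrg1 stood at 24.0 ± 23.1 CPM (SD, n = 7) and 6.69 ± 5.78 CPM (SD, n = 7), with a log2 fold change of -1.39 (standard error 0.33, adjusted p = 0.0573, and 0.0433 without m107), lower in 7 of 7 lines. The EGF ligands had a mean log2 difference of 0.21 and a median of -0.15, and camera, which placed them lower, gave an adjusted p of 0.822. Limma's calls of Vegfb, Fgf5, Fgf11 and Bdnf were lost without m5, m28, m54, m60 or m67 (adjusted p up to 0.0926, 0.0868, 0.137 and 0.116), that of Inhba without m5, m28, m54 or m67 (up to 0.0926) and that of Gdf6 whichever line was left out (up to 0.123).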

EGF was also essential for MM-organoids (Fig. 2a, b) and our RNA-sequencing analysis revealed that organoid culture enriched receptor ligand activity and growth factor pathways (Fig. 4b, c). These results indicate that the organoid culture is adaptive for this tyrosine receptor kinase, including EGFR in MM.

In conclusion, we have established a novel protocol for mouse MM-organoid generation using Matrigel and the MM-organoid lines based thereon. The culture protocol would contribute to the future MM studies in mice, where EGF is required for the maintenance of MM stem-like cells in mouse MM-organoid. Finally, we believe that MM organoids can provide a pre-clinical model of humans for drug discovery and translational research in the near future.

## Supplementary Information

**Additional file 1: Figure S1.** 3D culture of cell line-derived normal mesothelial cells. **Figure S2.** m12 MM organoid reveals budding pattern. **Figure S3.** Detection of hyaluronic acid in MM-organoid. **Figure S4.** Glycosylation inhibition of CTR1 and its localization in m107 MM cells. **Figure S5.** Mutant mCTR1 protein cellular localization. **Figure S6.** Stromal cell affect cytokine activity to mesothelioma. **Figure S7.** Uncropped full-length pictures of the immunoblotting image in Figs. 2, 4 and 6. **Figure S8.** Uncropped full-length pictures of the immunoblotting image in Figure S2, S4, S5.

## Data Availability

All the relevant data supporting the results of this study can be requested to the corresponding author. The original RNA-seq data is available from the Gene Expression Omnibus (GEO) database under accession code GSE210310. A source data file has been included, which contains the raw data underlying the reported averages in all the figures and supplementary figures.

## Abbreviations

BP: 2-Bromopalmitate
CSC: Cancer stem cell
CTR1: Copper transporter 1 (SLC31A1)
EGF: Epidermal growth factor
EGFR: Epidermal growth factor receptor
EMT: Epithelial mesenchymal transition
ESC: Embryonic stem cell
FBS: Fetal bovine serum
FACS: Fluorescence-activated cell sorting
FFPE: Formalin-fixed paraffin-embedded
FGF: Fibroblast growth factor
GFP: Green fluorescent protein
GSEA: Gene set enrichment analysis
HA: Hyaluronic acid
H&E: Hematoxylin and eosin
HC: Hydrocortisone
IF: Immunofluorescence
IP: Intraperitoneal(ly)
*i*PSC: Induced pluripotent stem cell
MSLN: Mesothelin
MM: Malignant mesothelioma
PBS: Phosphate-buffered saline
PFA: Paraformaldehyde
SC: Subcutaneous(ly)
SDS-PAGE: Sodium dodecyl sulfate–polyacrylamide gel electrophoresis
TM: Tunicamycin

# Supplementary material for: Matrigel-based organoid culture of malignant mesothelioma reproduces cisplatin sensitivity through CTR1
**Source:** BMC Cancer. 2023 May 31;23:487. doi: 10.1186/s12885-023-10966-4
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. 3D culture of cell line-derived normal mesothelial cells. Figure S2. m12 MM organoid reveals budding pattern. Figure S3. Detection of hyaluronic acid in MM-organoid. Figure S4. Glycosylation inhibition of CTR1 and its localization in m107 MM cells. Figure S5. Mutant mCTR1 protein cellular localization. Figure S6. Stromal cell affect cytokine activity to mesothelioma. Figure S7. Uncropped full-length pictures of the immunoblotting image in Figs. 2, 4 and 6. Figure S8. Uncropped full-length pictures of the immunoblotting image in Figure S2, S4, S5.

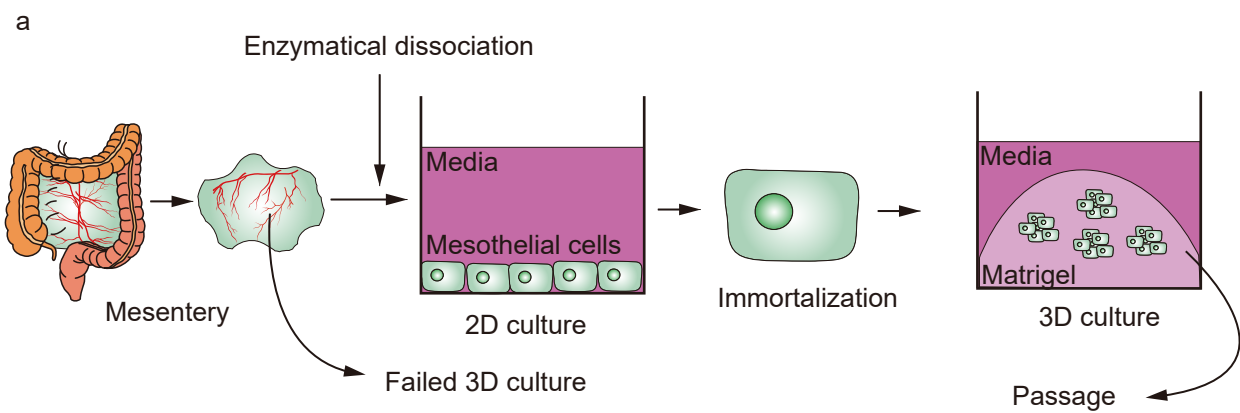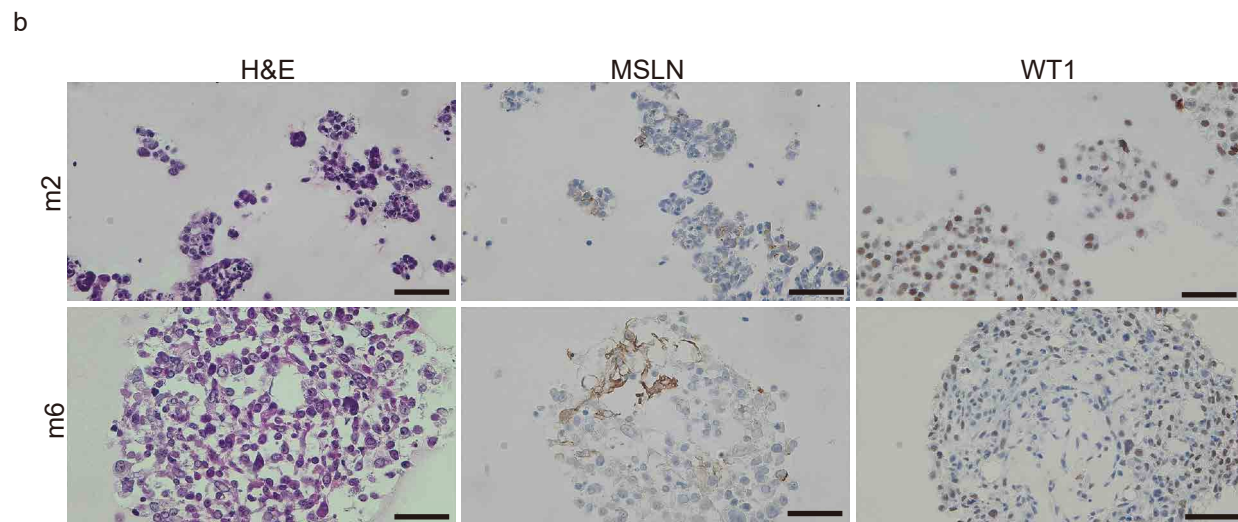

Figure S1

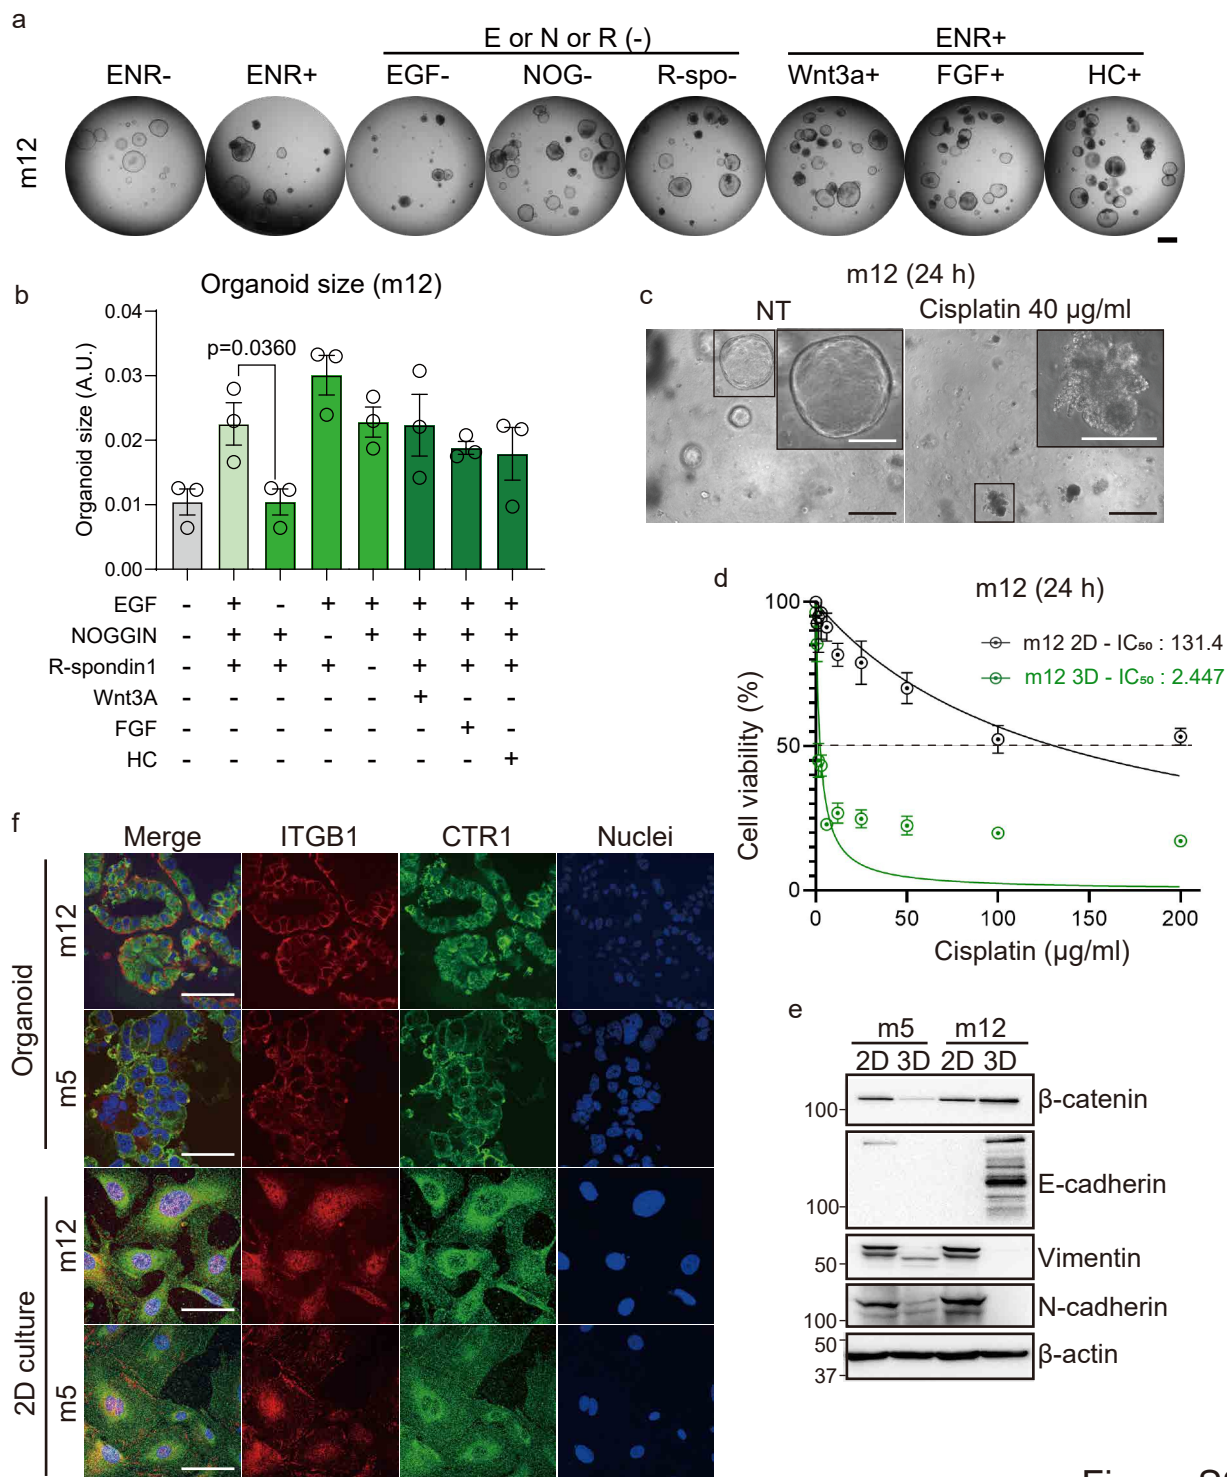

Figure S2

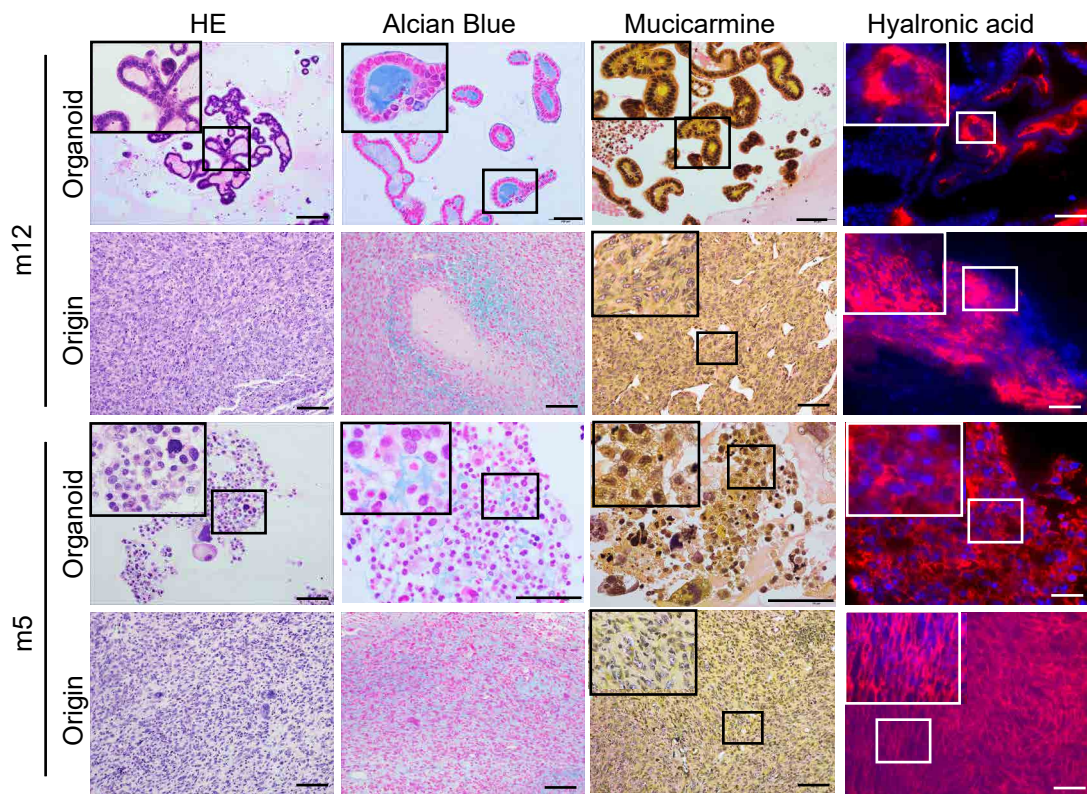

Figure S3

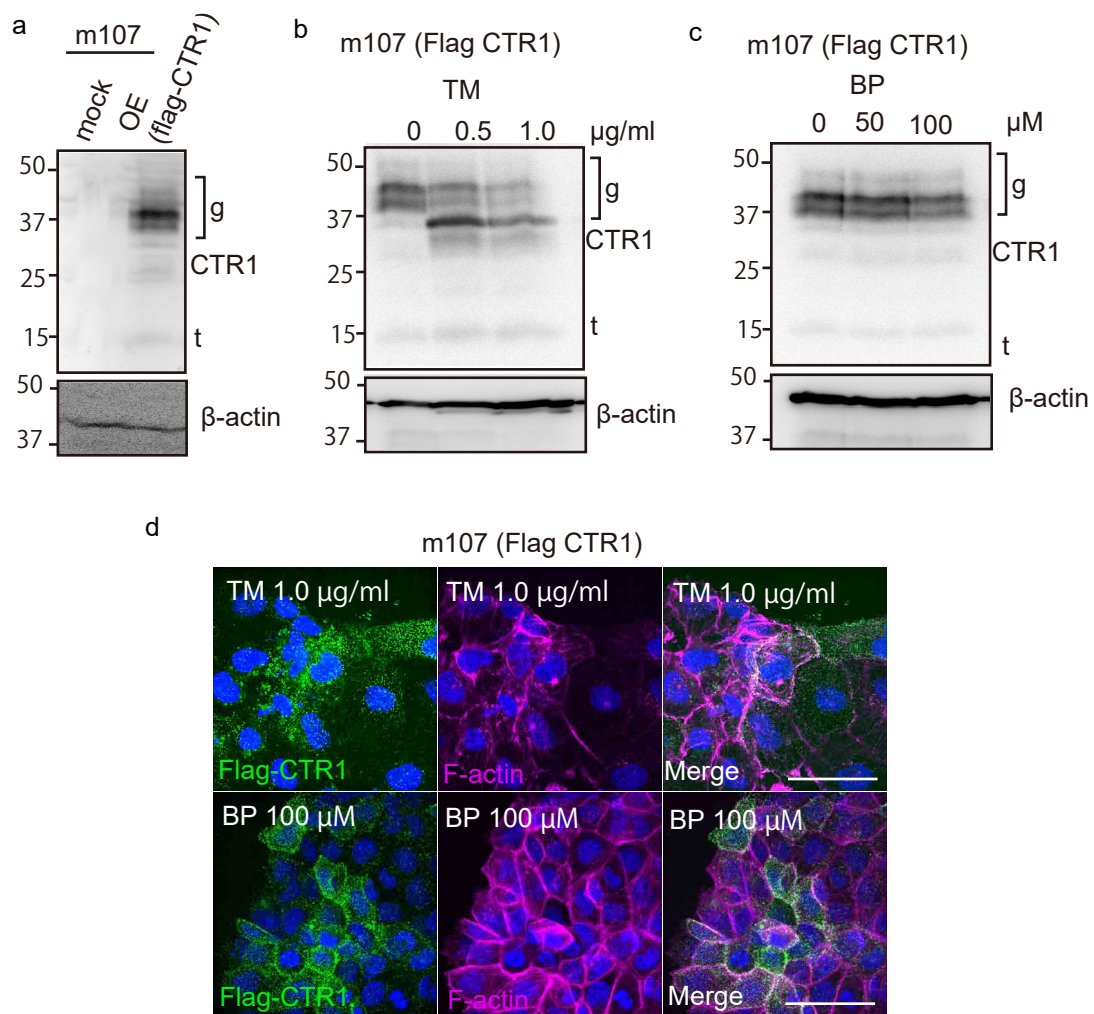

Figure S4

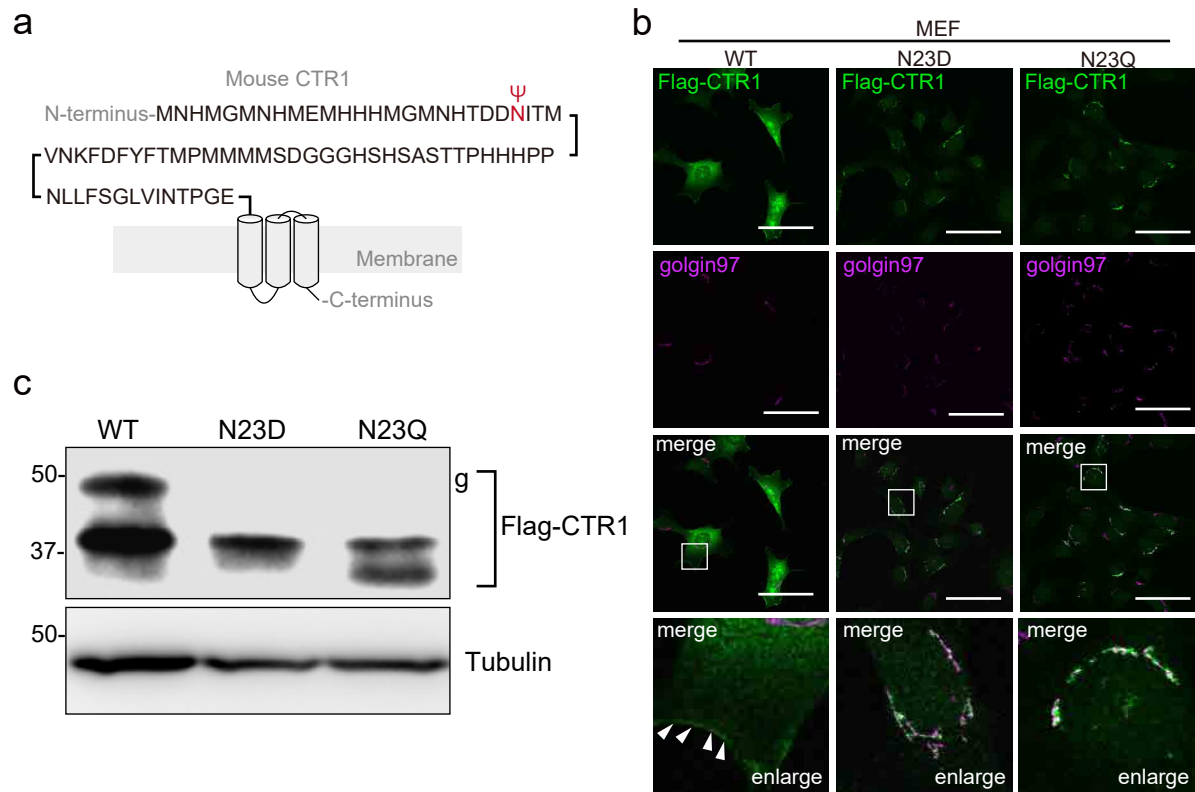

Figure S5

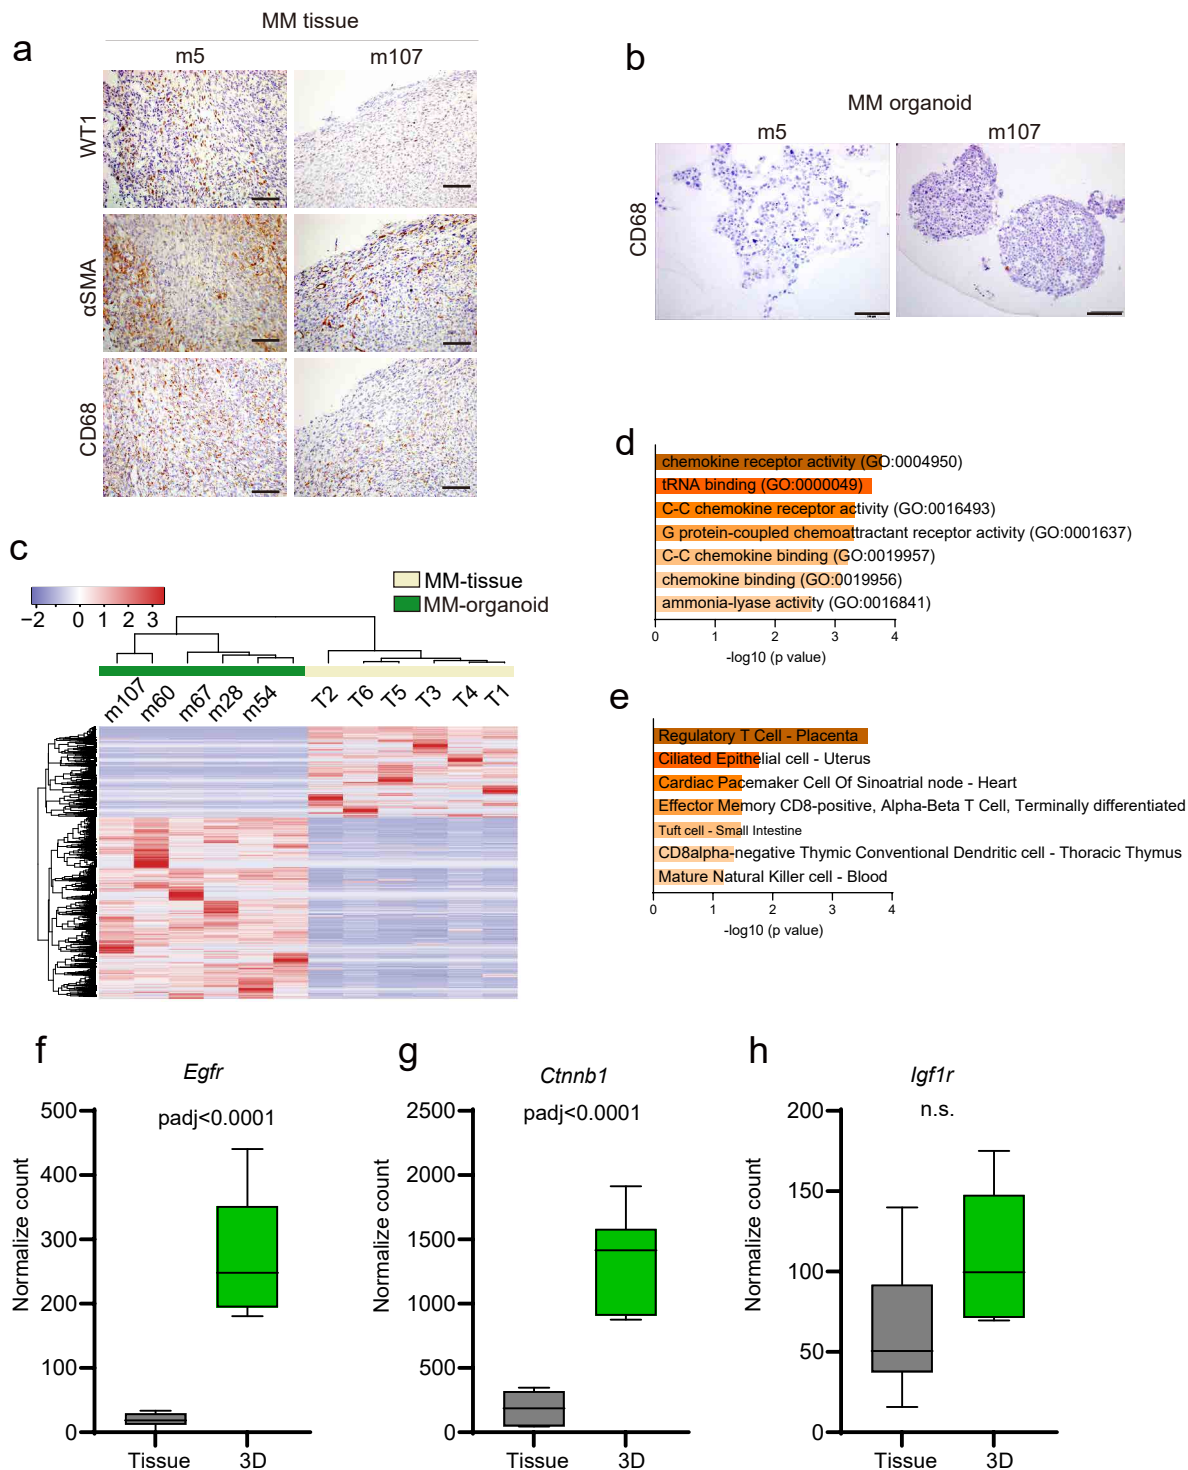

Figure S6

Figure 2c,d

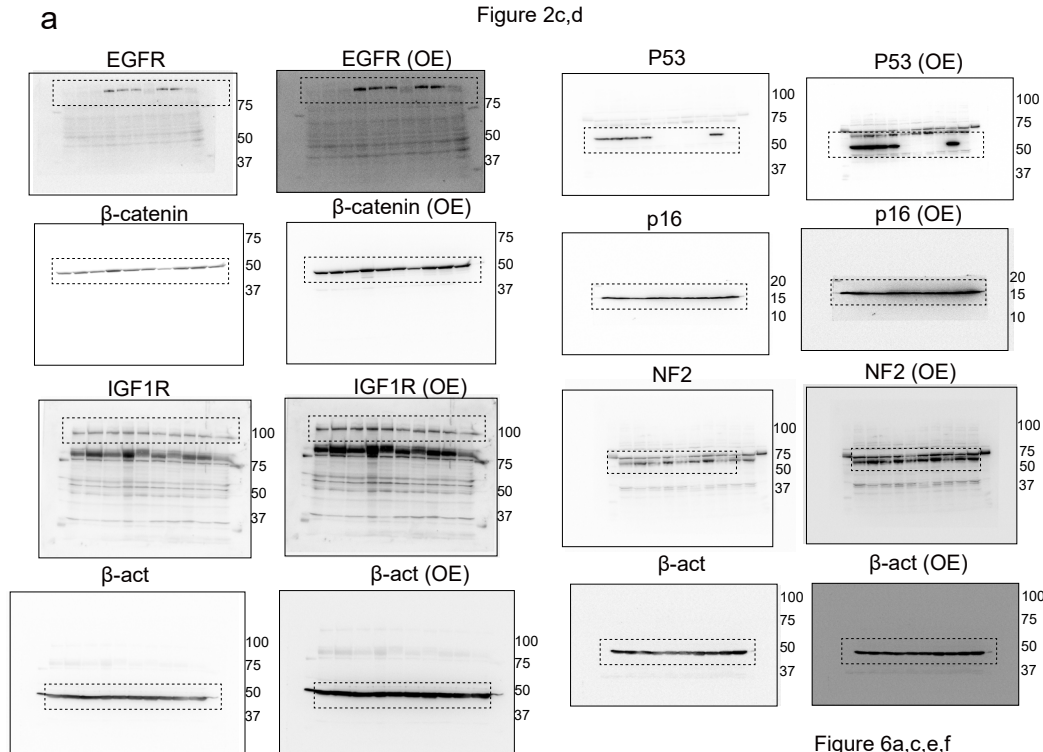

Figure 6a,c,e,f

C

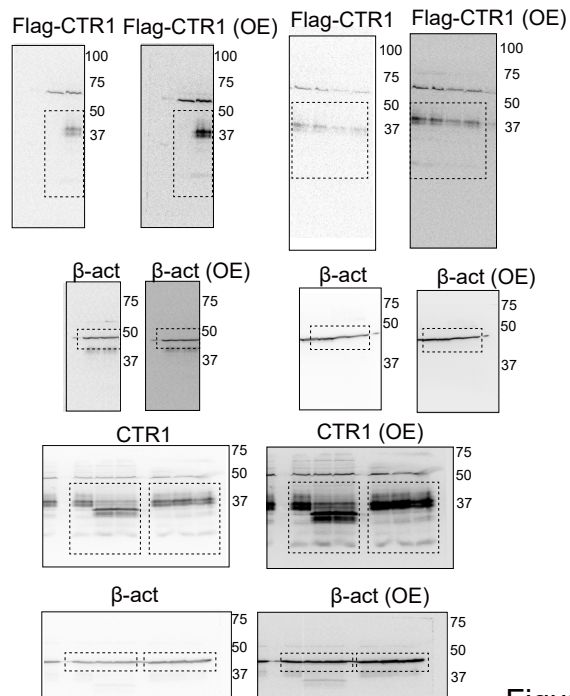

Figure 5f

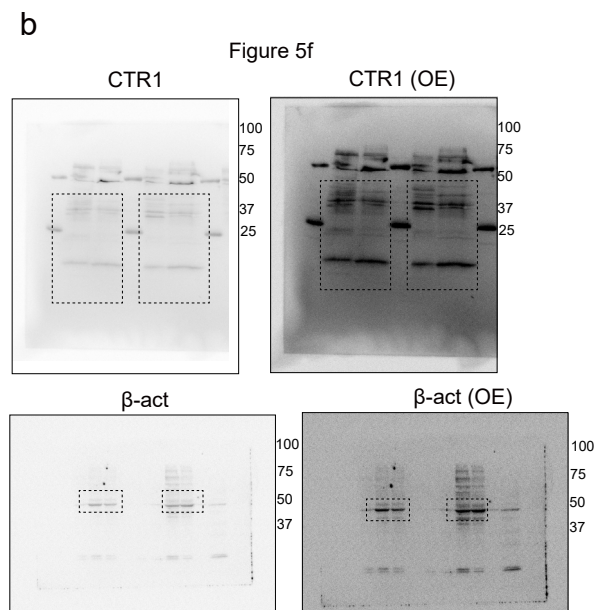

Figure S7

a

Figure S1e

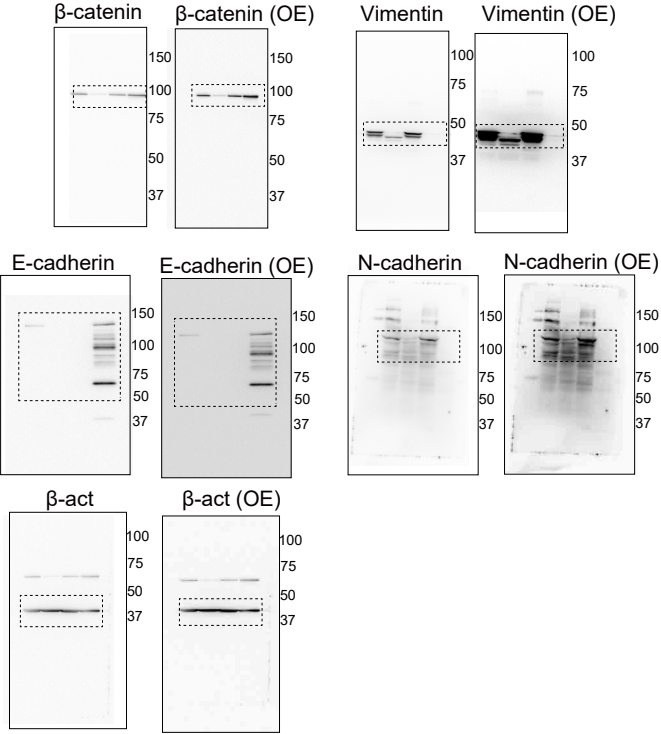

b

Figure S4a-c

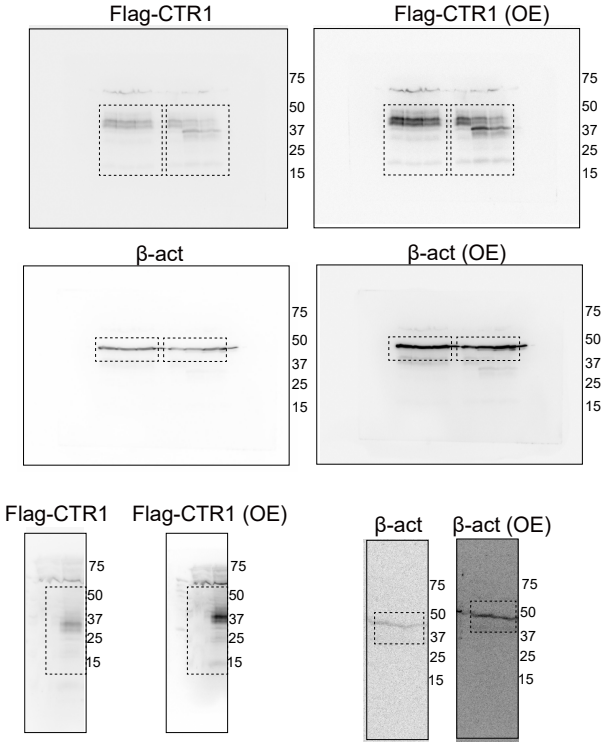

c

Figure S5c

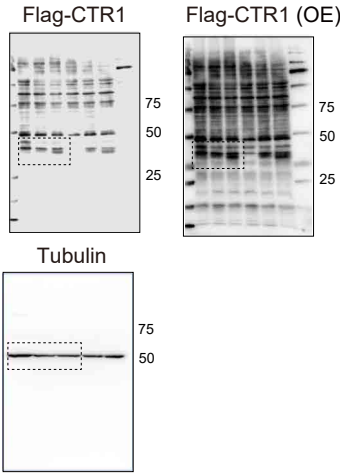

Figure S8

How the deposited data were processed for this re-analysis (not part of the article)

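RNA of 7 MM lines in 2D culture and of the same 7 lines as MM organoids in 3D culture was compared, 14 libraries in all, with 1 library per line and culture. The series also lists 6 samples of normal mesothelial cells, which have no column in the deposited table and were left out. The paper's methods state that the authors assessed reads with FastQC 0.10.0, trimmed them with Trim Galore 0.6.4, aligned them to GRCm39 with STAR 2.7.9a, counted them with HTSeq-count 0.12.4 and compared the cultures with edgeR on protein-coding genes.

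The authors deposited CPM, the reads of each gene scaled to a library total, with no further scaling visible. Each library sums to the same total, and 100% of the values above 0 are whole multiples of the value of 1 read, within 0.001 reads, so the reads behind each value were recovered. The authors also deposited a p-value and a q-value per gene from their 3D against 2D comparison with edgeR, without a fold change, and the paper's text does not name which of edgeR's tests gave them. These are printed only where the authors' deposited table is named. Library totals ran from 11134018 to 53911770 reads. A count of 0 reads allows 3 reads, which is 0.0556 to 0.269 CPM between the deepest and the shallowest library, and such limits cover counting error only.

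Values were analysed as log2(CPM + 1) with limma 3.58.1 in R 4.3.3, by a model with line and culture and moderated variances with a trend, over the 11677 genes with at least 1 CPM in at least 7 of the 14 libraries. P values were adjusted by the Benjamini-Hochberg method over those genes, with a threshold of 0.05. Gene lists, 49 in number, were written from general knowledge of the processes that the paper names and of cell types, since the enrichment databases that the paper used were not at hand. The 35 lists of processes with at least 3 tested members were tested with limma's camera, two-sided, with a preset correlation of 0.01 and beside it with the correlation estimated from the data, and adjusted over the 35 lists. With the preset correlation 16 lists passed, and none did with the estimated correlation, where 6 had an unadjusted p under 0.05. Each list's mean difference per line was also tested with an exact two-sided sign-flip permutation test over the 7 lines, with 128 flips and a smallest possible p of 0.0156. Intervals of log2 fold changes are 95% confidence intervals from limma. Gene positions are those of the GENCODE annotation of GRCm39, matched by gene identifier.

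Lines pair the libraries, because each line from 1 mouse was grown in both cultures and the paper describes a paired comparison. As a check, deviations of each library from the mean of its culture were correlated. In 5 of 7 lines the 2D library correlated best with the 3D library of its own line, at r = 0.317 to 0.703, and the exceptions were m5 (r = 0.004) and m12 (r = -0.110). These correlations are across genes, which are not independent replicates.

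The genes named in the text follow a rule fixed before the data were examined. They are the genes that the paper names or measures as protein; the 12 with the largest rise and the 12 with the largest fall among genes past the threshold with 1 direction in 7 of 7 lines and a mean of at least 5 CPM; and of each list up to 4 members, those with the smallest p in each direction. Not every member that the rule allows is printed. Genes outside the rule, apart from the 4 members of the list of Y-linked genes, are marked in the text as named after their values were seen.

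Alternatives were other pseudocounts (0.1 and 5), no filter and a stricter filter on low values (mean of at least 10 CPM), TMM scaling, quantile normalization, a model without the line term, edgeR 4.0.16 and DESeq2 1.42.0 with the line term on the recovered reads, the 5 crocidolite lines from p53+/- mice alone, and each line left out in turn. The recovered reads gave 78 genes with edgeR's quasi-likelihood test and 1886 with DESeq2. Clustering used average linkage on 1 minus Pearson correlation over all tested genes, and also Spearman correlation, Euclidean distance, the 1000 most variable genes and the differing genes alone.

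The fits were tested on simulated data, with reads for the 11677 genes drawn from the means and totals of the 14 libraries and 200 genes changed between the cultures. Limma recovered 8% of the genes changed 2-fold and 81% of those changed 4-fold, with 1 false call among 90, and edgeR recovered 5% and 76%. With no simulated change limma and edgeR called 0 genes and camera called 0 lists, while a list raised in the simulation had an adjusted p of 1.14e-10 by camera. Each gene was drawn independently of the others, so the simulation cannot test camera's preset correlation. For the interaction of histology with culture, limma recovered 0% of genes changed 4-fold. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Annotation terms in Fig. 4b, Fig. 4c, Fig. 5g and Fig. 5h were not run again.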

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

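The tests on 3D m12 and 3D m67 and the test of exchanged labels were chosen only after the result was seen, and the test of neighbouring genes in 3D m5 was set beforehand. For 202 groups of 7 libraries, 1 gene and 1 culture each, the gap between the most extreme library and its neighbour was set against the group's range, and 29 groups held a library far from the other 6. Chance alone gives about 1 in 20 such groups. Of the 29, 6 lay in 3D m12, 5 in 2D m28 and 4 in 2D m60. Gabrp, Dmbt1, Prom1, Hnf4a, Cdx2, Krt7, Krt8, Krt19, Upk3b, Yap1, Birc2, Birc3, Me1, Lyz2, C1qb, Mrc1, Cdkn1a, Mdm2, Smad9, Acss2, Bdnf and Skil were named after their values were seen.

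Wt1 and mesenchymal genes were nearly absent from the 3D m12 library, while keratins and Msln were high. Wt1 stood there at 0.0371 CPM, Cdh2 at 0.0371 CPM, Vim at 0.668 CPM and B4galt4 at 0 CPM, with Cdkn2a at 49.0 CPM, each the lowest of the 7 organoid libraries, and Tm7sf2 was the highest at 45.2 CPM. The 20 mesothelial markers summed to 9399 CPM, the highest of the organoid libraries, with Krt7, Krt8, Krt18 and Krt19 at 1364, 2576, 2023 and 2493 CPM and Msln at 647 CPM, but Upk3b at 1.06 CPM. The paper's Table 3 gives the m12 tumour as negative for WT1 and MSLN. Among markers of other epithelia, which the paper does not report for its lines, intestinal markers summed to 1240 CPM (at most 21.1 elsewhere) and gastric markers to 907 CPM (at most 26.7 elsewhere), far above the other 13 libraries. Pancreatic and biliary duct markers summed to 7180 CPM (at most 3810 elsewhere), and in each of the 7 lines they were higher in 3D than in 2D. Gabrp at 954 CPM, Dmbt1 at 1892 CPM, Prom1 at 1020 CPM, Hnf4a at 183 CPM and Cdx2 at 18.2 CPM were each highest in 3D m12.

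A mixture of MM cells with another cell type was argued against, since the median mesenchymal gene stood at 0.00296% of its level in the other 6 organoid libraries. If 2D m12 is the true partner of 3D m12, a change of state of the same cells with no other change was argued against too, since the 4 Y-linked genes in 2D m12 summed to 0% of their level in 3D m12. If the labels of the 2D libraries of m5 and m12 were exchanged, this argument falls away, since the Y-linked sum was 249 CPM in 2D m5 and 200 CPM in 3D m12. A change of state together with a loss of Y from the 2D cells stays open as well, and the paper's legend of Fig. 1 calls the m12 organoids epithelioid. Epithelial cells of another tissue may stand in place of the MM cells in this library: 61.9% of 63 duct, intestinal and gastric marker genes above 0 were highest in 3D m12 (73.7% of the duct, 69.2% of the intestinal and 38.9% of the gastric markers). The lists were taken up because their sums were highest there, and such a sum need not bring its members along, since 28.6% of the hepatocyte markers were highest in 3D m60, where their sum was highest. Whether the cells came from the tumour, from neighbouring tissue at isolation or from another sample was not tested.

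In 3D m5, Yap1 stood at 3989 CPM, against at most 351 CPM in the other 13 libraries, and Birc2, Birc3 and Me1 at 732, 357 and 2809 CPM. The genes raised there lie side by side: 8 windows of 5 neighbouring genes were at 4 times the median of the other libraries, where 1000 shuffled gene orders gave at most 0. The windows form 3 segments, on chromosome 2 from 5799102 to 6217867 and on chromosome 9 from 6928503 to 9239368 and from 86349207 to 87137624, with median folds of 12.9, 19.3 and 19.9. This is consistent with a gain of these segments in the cells of 3D m5, which the 8 windows would need, and neither 2D library showed it: the median log2 ratios there were 0.24, -0.54 and 0.29 in 2D m5 and 0.07, 0.03 and -0.26 in 2D m12. An exchange of the labels of the 2D libraries of m5 and m12 cannot be told apart from changes that arose in culture: the deviations of 2D m12 and 3D m5 correlated at 0.095 and those of 2D m5 and 3D m12 at 0.191, both under the lowest own-line value of the other 5 lines (0.317) and above the own-line values of m5 (0.004) and m12 (-0.110), and the Y-linked reads (12572 in 2D m5, 0 in 3D m5, 0 in 2D m12 and 10773 in 3D m12) run as an exchange would have them. The crossed libraries were not the best matches: 2D m5 correlated best with 3D m67 (0.229) and 2D m12 with 3D m54 (0.228). Y-linked reads were also low in m28, at 10 in 2D and 0 in 3D, and went from 55.1 to 11.2 CPM in m54, although the methods name male mice, so a loss of Y in culture stays open. Of the markers that Table 3 gives as negative for m12, Wt1 stood at 170 CPM in 2D m12 and 0.0371 CPM in 3D m12, and Msln at 13.9 and 647 CPM. Table 3 gives the m5 tumour as positive for both, and Wt1 stood at 225 CPM in 2D m5 and 218 CPM in 3D m5, and Msln at 368 and 308 CPM. The paper describes a budding pattern for the m12 organoids alone, and the legend of Fig. 1 calls them epithelioid and the m5 organoids sarcomatoid, which runs with the labels of the 3D libraries.

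In 3D m67, macrophage and leukocyte markers summed to 2870 CPM (at most 207 elsewhere) and interferon response genes to 3860 CPM (at most 659 elsewhere), with Cd68 at 173 CPM and Cd80 at 48.1 CPM. Cd80 was also highest in m67 among the 2D libraries, at 6.90 CPM. The marker sum in 2D m67 was 1.94% of that in 3D m67, which argues against an equal level in both cultures of the line. The next highest values of Lyz2 and C1qb were nevertheless those of 2D m67, at 10.9 and 2.85 CPM. Table 3 gives ascites in place of a histology for m67, and a source common to its cultures at unlike levels stays open. Macrophages among the organoid cells remain a candidate source: 68.0% of 25 marker genes above 0 were highest in 3D m67, a list taken up because its sum was highest there, and the most abundant were Lyz2 at 821 CPM, C1qb at 281 CPM and Mrc1 at 268 CPM. The paper's own staining goes the other way, since it reports that CD68-positive macrophages were not retained in its organoids (Fig. S6b). The organoids were not sorted, as far as the methods state. The p53 targets Cdkn1a and Mdm2 were also highest in 3D m67, at 722 and 466 CPM. Among the 2D libraries they were highest in 2D m67, at 208 and 139 CPM, so this trait was seen in both cultures of the line. Line m67 was the only line from a wild-type mouse.

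The remaining extremes were single genes, each the highest or lowest among the 7 libraries of its own culture, and no explanation was tested for them. In 2D m60, Lcn2 (130 CPM) and Ceacam1 (1.39 CPM) were highest and Tagln (125 CPM) and Vgll3 (5.01 CPM) lowest. In 2D m28, Insr (18.1 CPM), Pdk1 (4.00 CPM), Smad9 (1.80 CPM) and Acss2 (0.40 CPM) were lowest and Atp7b (1.53 CPM) highest. In 2D m107, Tmem205 (18.1 CPM) and Zdhhc16 (125 CPM) were highest. Cdh1 was highest in 2D m54 (208 CPM), Cd68 in 2D m12 (41.0 CPM), Bdnf in 2D m5 (99.2 CPM) and Ddit4 in 3D m28 (718 CPM). Cnn1 was lowest in 2D m5 (4.75 CPM), Skil in 2D m12 (50.7 CPM), Atoh8 in 3D m28 (0.616 CPM), Pmvk in 3D m60 (8.91 CPM) and Pmepa1 in 3D m5 (0 CPM). Outside the genes the paper discusses, hepatocyte markers summed to 3080 CPM in 3D m60 (at most 140 elsewhere), of which Hp gave 3014 CPM.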

How the results depend on the processing

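The fits without m5 and m12, without m12 and m67 and on m5 and m12 alone, edgeR's likelihood ratio and exact tests, and the sign-flip test of the lists were chosen only after the data were seen. All other alternatives were fixed before the data were examined.

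The number of genes that differed between 3D and 2D was 383, and 8 of 23 alternatives stayed within 1.5 times of it. It was 63 with no filter on low values, where more genes were tested, 14 with only the 5 crocidolite lines from p53+/- mice, and 22 to 771 with 1 line left out, lowest without m54 and highest without m12. EdgeR's quasi-likelihood test gave 78 genes and DESeq2 1886, and edgeR's likelihood ratio test 942. Without m5 and m12 it was 348, of which 180 were among the 383, and without m12 and m67 it was 163. With m5 and m12 alone limma called 0, with 666 at an unadjusted p under 0.05. For the last setting fewer lines bear on the count; for the others, apart from the filter, the cause was not tested.

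Without the line term, that is with no replicate block, limma called 139 genes and 15 of the 25 called among those named by the paper or for their size. That number of named genes was 8 with no filter, 3 with the 5 crocidolite lines, 3 to 25 with 1 line left out, 12 without m12 and m67, 0 with m5 and m12 alone and 7 with edgeR's quasi-likelihood test. Slc31a1 and Bap1 stayed on the same side of the threshold in 22 of 22 alternatives, Slc31a1 at log2 fold changes of 0.12 to 0.65 and Bap1 at -0.03 to 0.11.

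Of 35 gene lists, 16 passed camera with the preset correlation and 11 to 18 with 1 line left out. With the estimated correlation 0 passed (6 at an unadjusted p under 0.05, smallest adjusted p 0.0796), and 0 passed the exact sign-flip test (13 at an unadjusted p under 0.05). For single genes, 1502 of 2170 alternative values kept their side of the threshold, 628 no longer passed, 40 came to pass and 0 changed sign while called. For lists these were 616, 62, 22 and 0 of 700.

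In the clustering, 6 of 14 libraries lay nearest to one of the same culture. This was 14 of 14 over the differing genes alone, which were chosen for the difference, and 3 of 10 without m5 and m12. The interaction of histology with culture gave 0 genes in 9 of 9 alternatives, a test that made no calls on simulated changes. Depth limits the genes near 0 CPM, where 1 read is 0.0898 CPM in the shallowest library.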

Differences from the paper's values

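No value that the paper's figures give for Slc31a1 (Fig. 5d) differed from the values here by more than the spread between lines. The points below are statements. The counts of called genes use the paper's stated threshold on the adjusted p.

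The paper's text and Fig. 4c link the changed genes to IGFR and EGFR among receptor tyrosine kinases. Here Egfr and Igf1r did not pass limma's test (adjusted p = 0.373 and 0.224), and they did not pass in 22 of 22 alternatives. In the authors' deposited table their q-values are 0.697 and 0.309. Of the listed receptor tyrosine kinases, Insr, Met and Ryk passed limma's test. Igf2r, which is in the IGF system list and not among these kinases, passed too. In the authors' deposited table the q-values are 0.0115 for Met, 0.0222 for Ryk and 0.00432 for Igf2r, but 0.11 for Insr. There, 10 of the IGF system genes have a q-value under 0.05, among them Ccn1, Ccn2 and Crim1. Of these 10, 2 have most of their summed CPM in 1 library. The terms of Fig. 4c are about the partners of a hub protein among the changed genes, and the values here are those of the hub's own transcript, so they do not test that enrichment. Of the 7 hub genes, Itgb1 passed by limma, and DESeq2, an alternative set before the data were examined, also called Rac1.

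The paper states that protein glycosylation was strongly affected (Fig. 5g). Of 37 genes of N-glycan assembly 0 were called by limma, with 6 at an unadjusted p under 0.05, 0 by edgeR and 1 by DESeq2, and of 33 genes of trimming and branching 6 were higher by limma, 0 by edgeR and 8 by DESeq2 (camera adjusted p = 0.136, and 0.0450 on edgeR's values, an alternative set before the data were examined). The 6 called by limma include B4galt6 and Fuca1, which are not specific to trimming and branching. The terms in Fig. 5g annotate glycosylated proteins, which is a wider group than the enzymes listed here. For lipidation (Fig. 5h), 1 of 36 genes was called by limma, Zdhhc16, with 3 higher and 3 lower at an unadjusted p under 0.05. EdgeR called 1 of them lower, and DESeq2 2 higher and 2 lower. The list holds genes of the lipidation machinery and not lipidated proteins, and the terms of Fig. 5h were not run again. These counts therefore do not test that enrichment.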

Other observations

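The fits without m5 and m12, the count of authors' genes carried by 1 library and the test of gene calls against swapped cultures were chosen only after the result was seen. Swapping the cultures within lines gave 64 splits: the real one called 383 genes and the highest other 12. Thus 1 of 64 reached the real count, the smallest share that 64 splits allow. This argues against chance for the genes and does not exclude it. For the lists, 9 of 64 splits called at least the 16 lists of the real one, with a highest other of 18, so chance cannot be excluded for the number of lists.

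Some targets of BMP and TGF-beta signalling fell in MM organoids, and neither list passed camera with an estimated correlation. Of 12 tested BMP targets, Smad6, Smad7, Smad9 and Atoh8 fell by limma (8 lower when adjusted over the list alone), and among TGF-beta targets Ccn2, Skil, Smad7 and Pmepa1 fell, while 1 BMP target and 2 TGF-beta targets had log2 fold changes above 0. Smad6 changed by -1.80 (standard error 0.26, adjusted p = 0.0212 from limma). Both lists were lower in 7 of 7 lines (camera adjusted p = 2.49e-07 and 3.12e-05, and with an estimated correlation adjusted p = 0.180 for each). Smad7, Smad9, Skil, Ccn2 and Acss2 were named after their values were seen. Limma's calls of the targets named here were each lost without m28, m54, m60 or m67 (adjusted p up to 0.12). The 3D medium held Noggin, an inhibitor of BMP, and the ROCK inhibitor Y-27632, and no library had Matrigel without them, so their part in the falls of BMP and of actin genes was not tested.

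Fatty acid synthesis genes were higher in 7 of 7 lines (camera adjusted p = 0.000805, and adjusted p = 0.365 with an estimated correlation), with Elovl6, Scd1 and Acss2 called among 18 (8 higher when adjusted over the list alone). Elovl6 rose by 1.76 on the log2 scale (standard error 0.20, adjusted p = 0.0108 from limma; at most 0.0389 with 1 line left out), and the calls of Scd1 and Acss2 were lost without m5, m28, m54, m60 or m67 (up to 0.0989 and 0.114), that of Scd1 also without m107. Hypoxia and glycolysis genes were higher in 6 of 7 lines (camera adjusted p = 0.00618, and adjusted p = 0.594 with an estimated correlation; 0.0688 without m107), with Pdk1 and Hk1 called among 27, calls that held only without m12 (adjusted p up to 0.105 and 0.123 without any other line). Proliferation genes were lower in 5 of 7 lines, by -2.42 in m60 and with -1.30 to 0.50 in the other 6 (camera adjusted p = 1.68e-06, and adjusted p = 0.554 with an estimated correlation), with 0 of 28 called by limma, 7 at an unadjusted p under 0.05, 0 by edgeR and 5 by DESeq2. Rrm2 had a log2 fold change of -1.28 (adjusted p = 0.0891). Immune checkpoint ligands and MHC genes were higher in 6 of 7 lines (camera adjusted p = 0.0376, and adjusted p = 0.553 with an estimated correlation; 0.128 without m12, 0.0741 without m60, 0.154 without m67 and 0.067 without m107; mean difference 2.09 in m67, whose 3D library held macrophage markers at 2870 CPM, and -0.46 to 0.93 in the other 6 lines), with Cd276 (log2 fold change 0.91, adjusted p = 0.0356) and Cd47 (1.13, adjusted p = 0.0419) called by limma, and lost without m5, m28, m54, m60 or m67 (up to 0.0988 and 0.108). Sesn2 rose among 24 p53 targets, by 1.05 on the log2 scale (adjusted p = 0.0284 from limma, up to 0.0898 without m5, m28, m54 or m67).

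By camera with all 7 lines and limma's values, the remaining lists did not pass: p53 targets (adjusted p = 0.0925), NRF2 targets (0.0599), iron and ferroptosis genes (0.162), ERK output genes (0.180), interferon response (0.199), hyaluronan metabolism (0.561), basement membrane genes (0.761), Wnt targets (0.822), stem cell markers (0.873) and the unfolded protein response (0.965). The NRF2 targets passed in 10 of 20 alternatives, among them those without m54 (0.0465), m60 (0.0076) or m67 (0.0111), with quantile normalization (0.00839) and on edgeR's values (0.0299). The p53 targets passed in 4, without m5 (0.0289) or m60 (0.033), with quantile normalization (0.0425) and on edgeR's values (0.0450). The interferon response passed without m5 (0.0144), ERK output genes without m60 (0.0152) and iron and ferroptosis genes with quantile normalization (0.0425).

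In the authors' deposited table, 763 genes have a q-value under 0.05. Of these, 504 are among the genes tested here and 246 were also called here, and 137 of the 383 genes called here lack such a q-value. Of the 763, 236 have over 50% of their summed CPM in 1 library, 94 of them in 3D m12, 49 in 3D m67 and 34 in 3D m60. Of the 383, 11 do, but these come only from genes with at least 1 CPM in at least 7 libraries. A gene confined to 1 library cannot pass that filter, and 504 of the 763 do, so the counts of 236 and 11 are not comparable. Of 15 genes of NADPH oxidases, 6 have a q-value under 0.05 in the authors' deposited table, and 5 of these 6 have over 50% of their CPM in 1 library, as do 6 of 10 such cytokines and chemokines.

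The culture effect of 3 biphasic lines was set against that of 3 sarcomatoid lines, as Table 3 gives them. The legend of Fig. 1 calls the m12 organoids epithelioid and the m5 organoids sarcomatoid, while Table 3 gives both tumours as biphasic. Limma called 0 genes for this interaction, with 652 at an unadjusted p under 0.05, and edgeR 0, with 530. All 10 of 10 splits of the 6 lines called 0 genes, and 10 splits are too few for a share under 0.05.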
